# The miR-183/96/182 cluster regulates sensory innervation, resident myeloid cells and functions of the cornea through cell type-specific target genes

**DOI:** 10.1038/s41598-024-58403-1

**Published:** 2024-04-01

**Authors:** Naman Gupta, Mallika Somayajulu, Katherine Gurdziel, Giovanni LoGrasso, Haidy Aziz, Rita Rosati, Sharon McClellan, Ahalya Pitchaikannu, Manoranjan Santra, Muhammed Farooq Abdul Shukkur, Paul Stemmer, Linda D. Hazlett, Shunbin Xu

**Keywords:** Cell biology, Computational biology and bioinformatics, Immunology, Molecular biology, Neuroscience, Systems biology, Experimental models of disease, Corneal diseases

## Abstract

The conserved miR-183/96/182 cluster (miR-183C) is expressed in both corneal resident myeloid cells (CRMCs) and sensory nerves (CSN) and modulates corneal immune/inflammatory responses. To uncover cell type-specific roles of miR-183C in CRMC and CSN and their contributions to corneal physiology, myeloid-specific miR-183C conditional knockout (MS-CKO), and sensory nerve-specific CKO (SNS-CKO) mice were produced and characterized in comparison to the conventional miR-183C KO. Immunofluorescence and confocal microscopy of flatmount corneas, corneal sensitivity, and tear volume assays were performed in young adult naïve mice; 3′ RNA sequencing (Seq) and proteomics in the trigeminal ganglion (TG), cornea and CRMCs. Our results showed that, similar to conventional KO mice, the numbers of CRMCs were increased in both MS-CKO and SNS-CKO vs age- and sex-matched WT control littermates, suggesting intrinsic and extrinsic regulations of miR-183C on CRMCs. The number of CRMCs was increased in male vs female MS-CKO mice, suggesting sex-dependent regulation of miR-183C on CRMCs. In the miR-183C KO and SNS-CKO, but not the MS-CKO mice, CSN density was decreased in the epithelial layer of the cornea, but not the stromal layer. Functionally, corneal sensitivity and basal tear volume were reduced in the KO and SNS-CKO, but not the MS-CKO mice. Tear volume in males is consistently higher than female WT mice. Bioinformatic analyses of the transcriptomes revealed a series of cell-type specific target genes of miR-183C in TG sensory neurons and CRMCs. Our data elucidate that miR-183C imposes intrinsic and extrinsic regulation on the establishment and function of CSN and CRMCs by cell-specific target genes. miR-183C modulates corneal sensitivity and tear production through its regulation of corneal sensory innervation.

## Introduction

The cornea is an avascular, transparent tissue between the eye and the external environment. It provides visual clarity and two thirds of the refractive power of the eye^1–3^. It also serves as first-line defense against microbial infection and other insults^1–3^. Multiple cell types of different origins, including corneal epithelium, stromal keratocytes, endothelial cells, resident immune cells (CRICs) and nerves^1–4^, work in sync to confer the unique architecture and functionalities of the cornea^1–4^. Although rare (1.2–5% in mouse^5–7^), CRICs are a diverse population and have essential roles in almost every aspect of the development and functions of the cornea under both physiological and pathological conditions^8–16^. The cornea is the most densely sensory-innerved tissue in the body^17–19^. Sensory innervation of the cornea not only provides bodily sensation to various stimuli but also plays important roles in the homeostasis of the cornea as well as the pathogenesis of corneal diseases through neuroimmune interactions^18–33^.

microRNAs (miRNAs) are small, non-coding RNAs and are post-transcriptional regulators of gene expression^34–37^. They play an important role in human diseases^38–45^ and are viable therapeutic targets^46–49^. However, their roles in the neuroimmune interaction in health and diseases of the cornea are still largely unknown. The evolutionarily-conserved, paralogous miRNA cluster, miR-183/96/182 cluster (referred to as the miR-183C from here on) is highly, specifically expressed in and required for the normal development and functions of sensory neurons^50–52^. Inactivation of miR-183C in conventional knockout (KO) mouse models results in multisensory defects^51,53–55^. Point mutations in the seed sequence of miR-96 results in non-syndromic hearing loss in both mouse^56^ and human^57^. In addition, this miRNA cluster is also expressed and plays important roles in both innate^4,7,58–62^ and adaptive immune cells^63–70^.

In the cornea, we demonstrated that inactivation of miR-183C in a conventional KO mouse model results in decreased nerve density and reduced expression of capsaicin receptor TRPV1 and pro-inflammatory neuropeptide substance P (sP) precursor gene Tac1^60^. Inactivation or knockdown of miR-183C in innate immune cells, e.g. macrophages (Mϕ) and neutrophils, reduces their production of pro-inflammatory cytokines, however, enhances their phagocytosis and intracellular bacterial killing capacity^60,61^. These result in a reduced inflammatory response to bacterial infection, e.g. *Pseudomonas aeruginosa* (PA) and contribute to a decreased severity of PA keratitis^60,61,71^. In addition to its effect on peripheral Mϕ and neutrophils, we showed that inactivation of the miR-183C results in an increased number of steady-state CRMCs in naïve mice^4,7^ and myeloid cell infiltration into the cornea in the event of PA infection^7^. Collectively, these findings suggest a pivotal regulatory role of miR-183C in fine-tuning neuroimmune interactions in the cornea.

However, since in the conventional KO mice, miR-183C is simultaneously inactivated in all miR-183C-expressing cells, including both CSN and CRMCs^7,60^, the phenotypes observed reflect a composite effect of loss-of-function of miR-183C in both cell types. This precludes distinguishing whether the changes observed in CSN and CRMCs are intrinsic functions of miR-183C in sensory nerves and myeloid cells, respectively, or an extrinsic effect through neuroimmune interaction. To resolve this conundrum, we produced sensory neuron-specific (SNS) and myeloid cell-specific (MS) conditional knockout mice (CKO). Here we report the first characterization of these CKO mice in comparison to their corresponding wild type (WT) littermate control mice at their steady state. Our results reveal sensory neuron- and myeloid cell-specific functions of miR-183C and their impact on the homeostasis of the cornea.

## Methods

### Mice

All experiments and procedures involving animals and their care were pre-reviewed and approved by the Wayne State University Institutional Animal Care and Use Committee and carried out in accordance with National Institute of Health and Association for Research in Vision and Ophthalmology (ARVO) guidelines (Approved protocol number: IACUC-22-05-4618). The study is reported in accordance with ARRIVE guidelines. Euthanasia was performed by cervical dislocation under anesthesia with isoflurane followed by thoracotomy.

The miR-183C KO—the miR-183C^GT/GT^ mice, are on a 129S2/C57BL/6-mixed background^51^ and were originally derived from a gene-trap (GT) embryonic stem cell clone^51,72,73^. Csf1r-EGFP or MacGreen mice^74^ were purchased from the Jackson Laboratory (Stock number. 018549). In this strain, the EGFP transgene is under the control of the 7.2-kb mouse colony stimulating factor 1 receptor (Csf1r*)* promoter, allowing specific expression of EGFP in the mononuclear phagocyte system (MPS) myeloid cells, including monocytes (MCs), Mϕ and dendritic cells (DCs)^74,75^. The Csf1r-EGFP mice were bred with miR-183C^GT/+^ to produce miR-183C KO [Csf1r-EGFP(+);miR-183C^GT/GT^] and WT mice [Csf1r-EGFP( +);miR-183C^+/+^] on the background of Csf1r-EGFP as described previously^7^.

Mice with miR-183C CKO allele, the miR-183C^f/f^, were provided by Dr. Patrick Ernfors, Karolinska Institutet, Sweden through the European Mouse Mutant Archive (EMMA. ID: EM12387). The miR183C^f^ allele has two loxP sites flanking the 5′ and 3′ ends of the miR-183C for robust Cre-mediated miR-183C CKO^76^. The myeloid-specific, LysM-Cre mice^77^ were purchased from The Jackson Laboratory (Stock number: 004781). The LysM-Cre knock-in/knock-out allele has a nuclear-localized (NLS)-Cre recombinase inserted into the first coding ATG of the lysozyme 2 gene (*Lyz2*), both abolishing endogenous *Lyz2* gene function and placing NLS-Cre expression under the control of the endogenous *Lyz2* promoter/enhancer elements. Therefore, the LysM-Cre allows myeloid-specific expression of Cre recombinase. The sensory nerve specific Na_v_1.8-Cre mice^78^ were kindly provided by Dr. John N. Wood, University College London, through Dr. Theodore J. Price, University of Texas Dallas. This strain is now available at the Jackson Laboratory (Stock Number: 036564). The voltage-gated sodium channel Na_v_1.8 (encoded by the Scn10a gene) is one of the signature genes of the majority of nociceptive sensory neurons in the TG and dorsal root ganglia (DRG)^33,79–81^. Na_v_1.8 promoter-driven Cre recombinase (Na_v_1.8-Cre) is expressed in nearly all corneal nociceptive sensory nerves^33,78,82^. The reporter strain, R26^LSL-RFP(+/+)^ mice^83^, also known as Ai14 (Stock number: 007914, the Jackson Laboratory) has a loxP-flanked STOP cassette (LSL) in front of a tdTomato RFP cassette, all of which are inserted into the ROSA26 locus^83^. The LSL prevents the transcription of tdTomato RFP; however, when Cre recombinase is present, the LSL cassette will be excised to allow the expression of tdTomato RFP.

miR-183C MS-CKO mice [LysM-Cre(+/−);miR-183C^f/f^;Csf1r-EGFP(+/+)], in which MPS myeloid cells are labeled with EGFP, were produced by breeding of the LysM-Cre(+/−), miR-183C^f/f^ and Csf1r-EGF(+/−) mice. Their littermates [LysM-Cre(−/−);miR-183C^f/f^;Csf1r-EGFP(+/+)] are used as WT controls. SNS-CKO mice [Na_v_1.8-Cre(+/−);miR-183C^f/f^;R26^LSL-RFP(+/+)^;Csf1r-EGFP(+/+)] and their WT littermates [Na_v_1.8-Cre(+/−);miR-183C^+/+^;R26^LSL-RFP(+/+)^;Csf1r-EGFP(+/+)] were produced by breeding of Na_v_1.8-Cre (+/−), miR-183C^f/f^, R26^LSL-RFP^ and Csf1r-EGF(+/−) mice. All breeding showed a normal mendelian inheritance pattern.

Sex is considered as a biological variance in all studies. 8–12 weeks old, male and female mice were used as separate groups in all experiments. The age, sex and number of the mice in each experiment are specified in the figure legends and/or the text.

### Hematoxylin and eosin (H&E) staining of paraffin sections of mouse cornea

Mouse eyes were enucleated and fixed in 4% formalin. The embedding, sectioning and H&E staining were performed by Excalibur Pathology Inc (Oklahoma City, OK). Comparable sagittal sections through the optic nerves were imaged under a DM4000b brightfield microscope (Leica).

### Fluorescence-activated cell sorting (FACS)

8–12 weeks old, naïve MS-CKO and KO mice and age- and sex matched WT littermate controls were used to isolate Csf1r-EGFP + myeloid cells from the cornea and spleen for DNA and RNA preparations (see below). For corneal samples, corneas anterior to the limbi from 6–7 mice/genotype were carefully dissected and pooled for single cell preparation as described before^4,7^. For spleen cells, mononuclear cells were isolated following a standard protocol^84^. FACS was conducted on a Sony SY3200 cell sorter at the Microscopy, Imaging and Cytometry Resources Core (MICR), Wayne State University (WSU) to isolate Csf1r-EGFP + myeloid cells as we described previously^4,7^. EGFP- corneal and spleen mononuclear cells were used as negative controls to optimize the gating.

### DNA and genotyping PCR

Genomic DNA was prepared from mouse tail, cornea, TG, FACS-sorted Csf1-EGFP + myeloid cells using the gMax DNA mini kit (IBI Scientific) following manufacturer’s instruction as described previously^85^. Subsequently, DNA concentration and quality were assayed on the Nanodrop 2000 (ThermoFisher Scientific). 100 ng (from mouse cornea, TG and tails) or 4 ng (from FACS-sorted myeloid cells of the cornea and spleen) genomic DNA was used for genotyping PCR to detect tissue and/or cell type-specific recombination at genomic DNA level as we described previously^51,85^. PCR of 18 s rRNA was amplified and used as a loading control. The genomic structure and primers are illustrated in Fig. S1. The sequences of the primers are: 7Fintron1: 5′-TACCCTGAGTGTGTCTCAATC-3′; CKO-R: 5′-GCAGAGTCACAAACATGTGTAGC-3′; 18 s rRNA Forward: 5′-GTAACCCGTTGAACCCCATT-3′; 18 s rRNA Reverse: 5′-CCATCCAATCGGTAGTAG CG-3′.

### RNA preparation and qRT-PCR

Total RNA was prepared using the miRVana miRNA isolation kit (Life Technologies, Foster City, CA, USA) or the RNeasy (Qiagen, Frederick, MD, USA) for miRNA or mRNA studies, respectively, as described previously^50,86,87^. Quantitative (q)RT-PCR for miRNAs was performed using Taqman miRNA primers and RT-PCR kit (Life Technologies) with snRNA U6 as an endogenous control as described before^50,87^. For protein-coding genes, qRT-PCR was performed using a QuantiFast SYBR Green RT-PCR kit and QuantiTect primers (Qiagen) with 18 s rRNA as endogenous controls^50,51,87^.

### Tear volume measurement

Tear volume was measured by the Zone-Quick Phenol Red Thread (PRT) test (Yokota Co. Ltd). Manufacturer’s instruction was followed with modifications. Briefly, under light anesthesia by isoflurane, the lower eyelid was pulled down slightly; the PRT is placed between the palpebral conjunctiva of the lower eyelid and the eyeball at a point approximately 1/3 of the distance from the lateral canthus for 15 s. The length of the thread which turned red was measured.

### Corneal sensitivity test

Corneal sensitivity to mechanical stimuli was measured by a blink threshold test using a Cochet and Bonnet aesthesiometer (Western Ophthalmics). Briefly, the tip of a nylon filament, starting from 6 cm, was applied perpendicularly to the central cornea. The length at which the mouse blinks was registered as the blink threshold.

### Corneal flatmount, immunofluorescence (IF), confocal microscopy, and quantification of Csf1r-EGFP + corneal resident MPS cells and corneal nerve density

Corneal flatmount and IF was performed as described previously^7,71^. Briefly, mice were euthanized; eyes were enucleated and transferred to cold phosphate buffered saline (PBS). Under a dissecting scope (VWR International, Radnor, PA), the cornea anterior to the limbus was carefully dissected out. The corneas were transferred to cold 1% paraformaldehyde (PFA) in 0.1 M phosphate buffer (PB), pH 7.4 for 1 hour (h) at 4 °C. For direct confocal microscopy, the cornea was flattened by six evenly spaced cuts from the periphery toward the center and mounted in Vectashield media with DAPI (Vector Laboratories, Burlingame, CA) on Superfrost Plus slides (Fisherbrand). For IF, after fixation, the corneas were incubated in a blocking buffer with 2% normal goat serum (NGS) (Vector labs) in PBS for 30 min at room temperature (RT); then, permeabilized with 0.1% Triton X-100 in the blocking buffer for 30 min at RT. Subsequently, corneal tissues were incubated with mouse anti-*β*-Tubulin III (1/600 dilution. Cat. No. 801201, BioLegend, San Diego, CA, USA) antibodies in the blocking buffer for 72 h at 4 °C. After washes with PBS, the corneas were incubated with AF546–conjugated goat anti-mouse IgG (1/1000 dilution. Cat. No. A-11003, Thermo Fisher Scientific) for overnight at 4 °C. After washing, the corneas were flattened and mounted on slides. Negative controls were treated similarly with omission of the primary antibody. All slides were imaged using a TCS SP8 laser confocal microscope (Leica Microsystems Inc. Buffalo Grove, IL). To capture the images of the entire cornea, a series of Z-stacked images under 10 × objective were taken across the entire cornea and stitched together. These stitched Z-stacked images were merged/flattened for cell counting or nerve density quantification using Adobe Photoshop CS6 (64 bit) and ImageJ 1.52p software (http://imagej.nih.gov/ij. NIH, Bethesda, MD, USA) as described previously^7^. Briefly, the raw image was first converted to the 16-bit grayscale; then the black and white binary image is optimized for the threshold to faithfully represent the original image and the cell density. The EGFP + cells in the entire cornea were counted. To quantify nerve density, the mean value of pixels in a 500-μm^2^ square covering the center of the whorl-like subbasal plexus was quantified as the nerve density of the center; the ones in three 500-μm^2^ squares randomly placed in the periphery of the cornea were measured, the average of which was recorded as nerve density of the peripheral cornea. Corneas from at least n = 3 mice/sex/genotype were quantified.

### 3′ RNA sequencing and data analysis

mRNAs were isolated from TG, corneas or FACS-sorted Csf1r-EGFP + myeloid cells of young adult (8–12 weeks old) male mice. For miR-183C KO strain, n = 3 for both KO and WT controls; for SNS-CKO strain, n = 3 for SNS-CKO mice, n = 4 for WT controls; for MS-CKO strain, n = 5 for both MS-CKO and WT controls were used. To isolate Csf1r-EGFP + myeloid cells, 12 corneas of 6 KO and 14 corneas of 7 WT control mice or 20 corneas of 10 MS-CKO or 10 WT control mice were pooled for FACS isolation. Subsequently, 3′ mRNA-Seq libraries were prepared by the Genome Sciences Core (GSC), WSU using the QuantSeq 3′ mRNA-Seq Library Prep kit FWD (Lexogen, Greenland, NH)^88^. High sensitivity D1000 ScreenTape peak range between 100 and 700 bp were in accordance with Lexogen guidelines. The libraries were sequenced on NovaSeq sequencer (Illumina). Reads were aligned to the mouse genome (Build mm10) using a public available software *STAR*^89^ and tabulated for each gene region using *HTSeq*^90^. Differential expressed genes (DEGs) between KO or CKO vs WT controls were identified by *edgeR*^91^. miR-183C predicted target genes were identified by TargetScan algorithm (Targetscan.org)^92–96^ in the upregulated genes in CKO or KO vs WT control and are recognized as miR-183C target genes in these tissues. Statistical significance of enrichment of miR-183C targets in upregulated genes was analyzed by Chi-square with Yates’ correction using the Analyze a 2 × 2 Contingency Table (GraphPad. https://www.graphpad.com/quickcalcs/contingency1/). Functional annotation analysis was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID)^97^ as described before^51^.

### ELISA assay of CX3CL1 in the TG and cornea

Mouse CX3CL1/Fractalkine Quantikine ELISA kit (Cat. No. MCX310. R&D Systems) was used for analysis of protein levels of CX3CL1 in the TG and the cornea of miR-183C KO mice. Sensitivity of this kit is 0.08–0.32 ng/ml. 12 weeks old, male, naïve KO and age- and sex-matched WT littermate control mice were used for this assay. n = 5/genotype. ELISA assay was performed following the manufacturer’s instruction as described before^60,71^.

### Proteomics in TG and corneas

TG and corneas of adult, male miR-183C KO mice and age- and sex-matched WT littermate controls mice (n = 3/genotype) were harvested, snap-frozen in liquid nitrogen and subjected to proteomics in the WSU Proteomics Core as described before^98^. Briefly, tissue samples were homogenized in 100 ul of 2% Lithium dodecyl sulfate, 40 mM triethylammonium bicarbonate buffer (TEAB, Honeywell Fluka Cat. No. 60-044-974). Then, the samples were reduced and alkylated by incubating with 5 mM DL-Dithiothretol (DTT, Sigma Cat. No. D5545) for 1 h at 37 °C followed by addition of 15 mM Iodoacetamide (IAA, Sigma Cat. No. I1149) for 30 min (min) at RT in the dark. After IAA quenching with 5 mM DTT, samples were acidified by addition of 2 μl of 12% phosphoric acid. Then, proteins were precipitated by adding 700 μl 90% MeOH, 100 mM TEAB and incubating for 1 h at 37 °C and overnight at − 20 °C. Precipitates were pelleted by centrifugation for 1 min at 16,000×*g*, washed with 90% MeOH, 10 mM TEAB, and dried on the bench before resuspended in 25 μl of 50 mM HEPES (pH 8.2). Then, 0.25 ug of Trypsin (Promega, Cat. No. V5113) was added to each sample and incubated at 47 °C for 1 h and at 37 °C, overnight to complete the digestion. Subsequently, samples were labeled with Tandem Mass Tag 6plex (TMT-6plex) reagents by adding the selected reagent to each sample and 2-h incubation at RT. 140 µg of each TMT-6plex reagent (ThermoFisher, USA) was used for each 20 μg sample. All samples were then pooled and speed-vac’ed to dryness. Fractionation was achieved using high pH reversed phase spin cartridges (Pierce, Cat. No. 84868). A step gradient of increasing ACN concentrations was applied to elute bound peptides in nine fractions. Each fraction was dried in a vacuum centrifuge and stored until analysis by mass spectrometry. The mass spectrometry analysis was performed using a Vanquish-Neo chromatography system with an Acclaim PepMap 100 trap column (100 µm × 2 cm, C18, 5 µm, 100 Å), and an Easy-Spray PepMap RSLC C18 75 μm × 25 cm column (Thermo scientific). LC–MS/MS was performed on an Orbitrap Eclipse MS system operated with Real Time Search (RTS) active. Subsequently, mass spectrometry data were processed by Proteome Discoverer version 2.4 using the Sequest HT algorithm with Percolator and the mus musculus Uniprot FASTA database (downloaded March 8, 2021, 17,035 entries). False discovery rate (FDR) was calculated by enabling the peptide sequence analysis using a decoy database, and a cut-off of 1% was used for identifications. Quantitative values were normalized using the total Master Protein signal in each TMT channel.

### Statistical analysis

When the comparison was made among more than 2 conditions, one-way ANOVA with Bonferroni’s multiple comparison test was employed (GraphPad Prism)*;* adjusted p < 0.05 was considered significant. Otherwise, a two-tailed Student’s t test was used to determine the significance; p < 0.05 was considered significant. Each experiment was repeated at least once to ensure reproducibility and data from a representative experiment are shown. Quantitative data is expressed as the mean ± SEM.

## Results

### Sensory nerve- and myeloid cell-specific knockout of miR-183C results in no major morphological changes of the cornea

To uncover tissue-specific functions of the miR-183C, we produced sensory neuron- and myeloid cell-specific miR-183C CKO mice (Fig. S1). To detect whether inactivation of miR-183C in sensory nerves and/or myeloid cells causes major histological and morphological changes in the cornea, we performed H&E staining in cross-sections of the corneas of SNS-CKO, MS-CKO and KO mice and their WT control littermates. No gross morphological changes were observed in the cornea of miR-183C SNS-CKO, MS-CKO and conventional KO mice, when compared to their WT controls (Fig. 1). The total thickness (Fig. 1) and thickness of the epithelial and stromal layers (not shown) had no significant differences between the CKOs and KO vs their age- and sex-matched WT controls.

**Figure 1:**
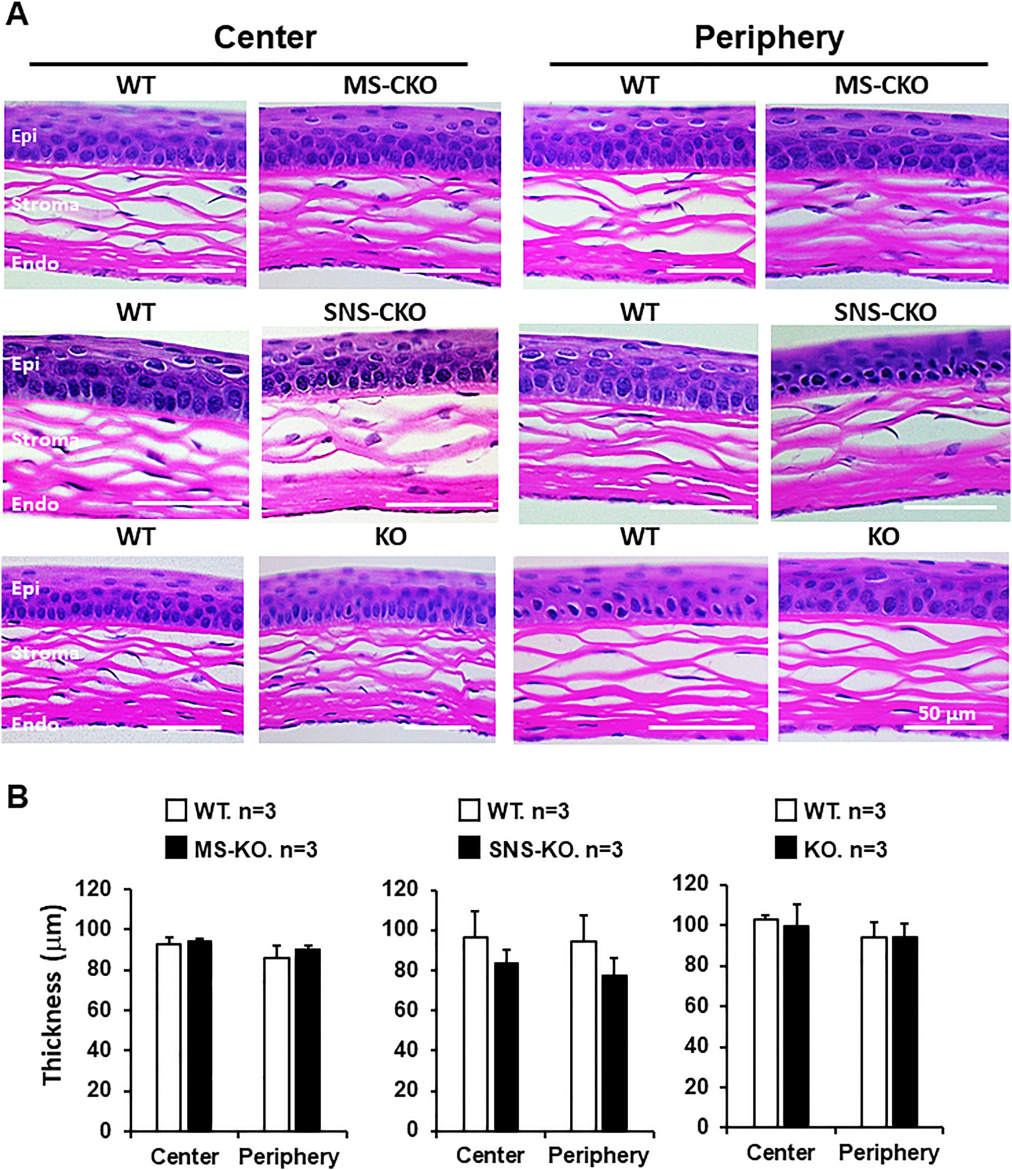
Inactivation of miR-183C has no significant impact on the gross histological architecture of the cornea. (**A**) H&E staining of cross-sections of the corneas of MS-CKO, SNS-CKO and miR-183C conventional KO and age- and sex-matched WT control littermates. (**B**) Measurement of the thickness of the corneas. *Epi* epithelium, *Endo* endothelium.

### Inactivation of miR-183C in either sensory neurons or myeloid cells results in increased number of CRMCs

Quantification of Csf1r-GFP + CRMCs of young adult, naïve mice showed that the numbers of Csf1r-EGFP + resident myeloid cells in MS-miR-183C CKO mice [3278 ± 268/cornea (n = 3) in male; 2234 ± 80/cornea (n = 3) in female] were significantly increased in both male and female mice, when compared to age-matched WT controls [1697 ± 225/cornea (n = 3) in male, 1507 ± 107/cornea (n = 3) in female] (Fig. 2A), suggesting miR-183C intrinsically regulates the number of CRMCs under homeostatic condition. In WT controls, male and female mice showed no difference in the number of CRMCs, however, in MS-CKO, the male vs female mice showed increased number of CRMCs (Fig. 2A), suggesting a potential sex-related modulation.

**Figure 2:**
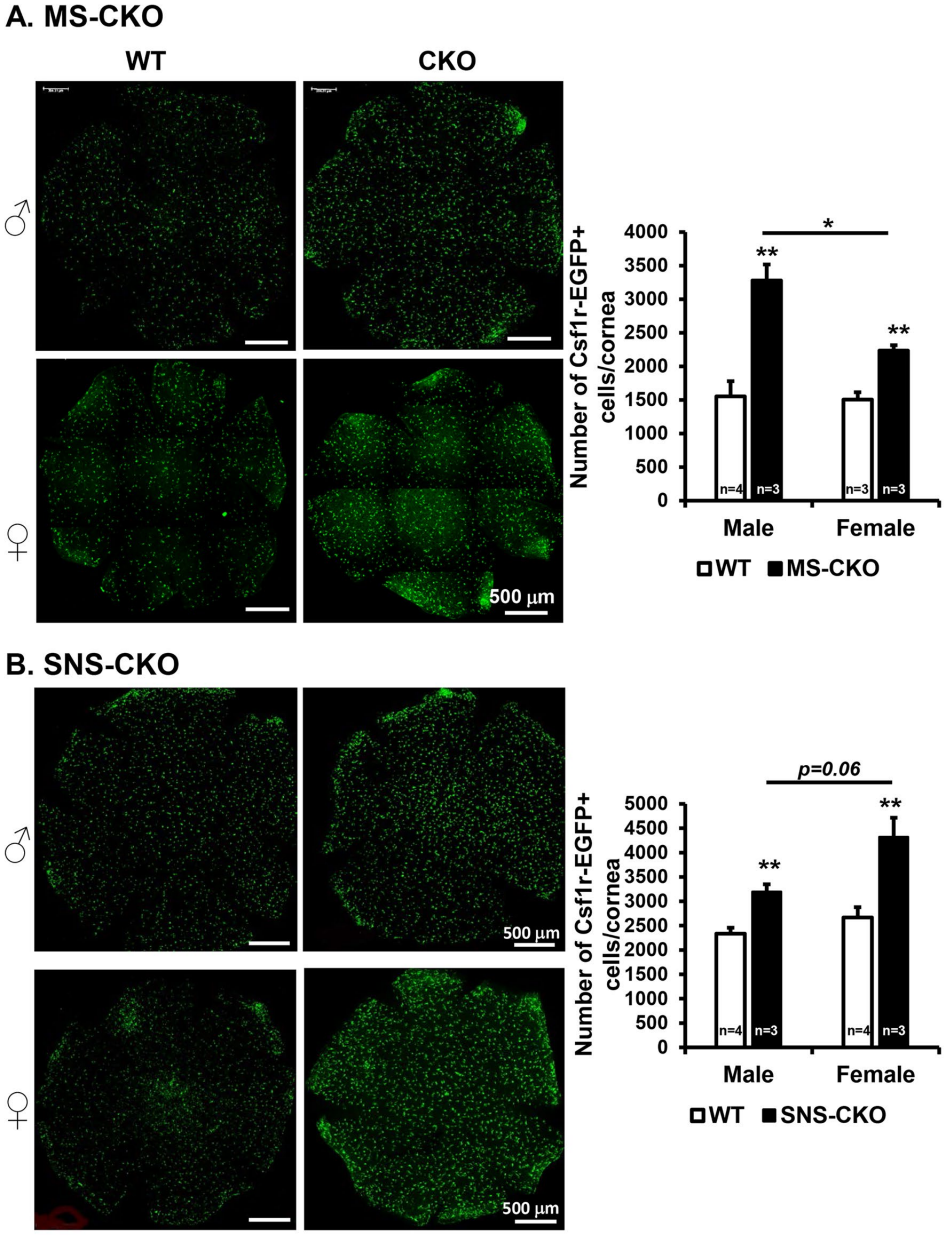
Inactivation of miR-183C in either sensory neurons or myeloid cells results in increased number of corneal resident myeloid cells (CRMCs). Compressed confocal images of flatmount cornea of young adult MS-CKO (**A**) and SNS-CKO sand their age- and sex-matched WT control littermates (**B**). **p < 0.01.

To test whether miR-183C in CSN has an extrinsic regulation on the CRMC population, we quantified the number of CRMCs in the SNS-CKO mice. Intriguingly, sensory nerve-specific inactivation of miR-183C also resulted in an increased number of CRMCs when compared to age- and sex-matched WT controls (Fig. 2B). In male, it was increased by ~ 35% [3197 ± 151/cornea in SNS-CKO (n = 3) vs 2335 ± 121/cornea in WT controls (n = 4)]; while in the female by ~ 56% in female [3197 ± 151/cornea in SNS-CKO (n = 3) vs 2772 ± 298/cornea in WT controls (n = 4)] (Fig. 2B). The numbers of CRMCs showed no significant differences between male and female in WT, however, an increased trend (*p* = 0.06) in the female vs male in the SNS-CKO mice.

### Inactivation of miR-183C in sensory neurons, but not in CRMCs, results in decreased sensory nerve density in the epithelial layer

Previously, we showed that corneal nerve density is significantly decreased in the miR-183C KO mice^60^. To dissect the contribution of miR-183C in corneal sensory nerves or resident myeloid cells to this phenotype, we quantified corneal nerve density in the SNS-CKO and MS-CKO mice. β-III tubulin IF of flatmount cornea showed no difference in corneal nerve density of the MS-CKO vs their WT littermate control mice in both male and female (Fig. 3A), suggesting loss of miR-183C in CRMCs had no contribution to the decreased corneal nerve density in the miR-183C KO mice^60^.

**Figure 3:**
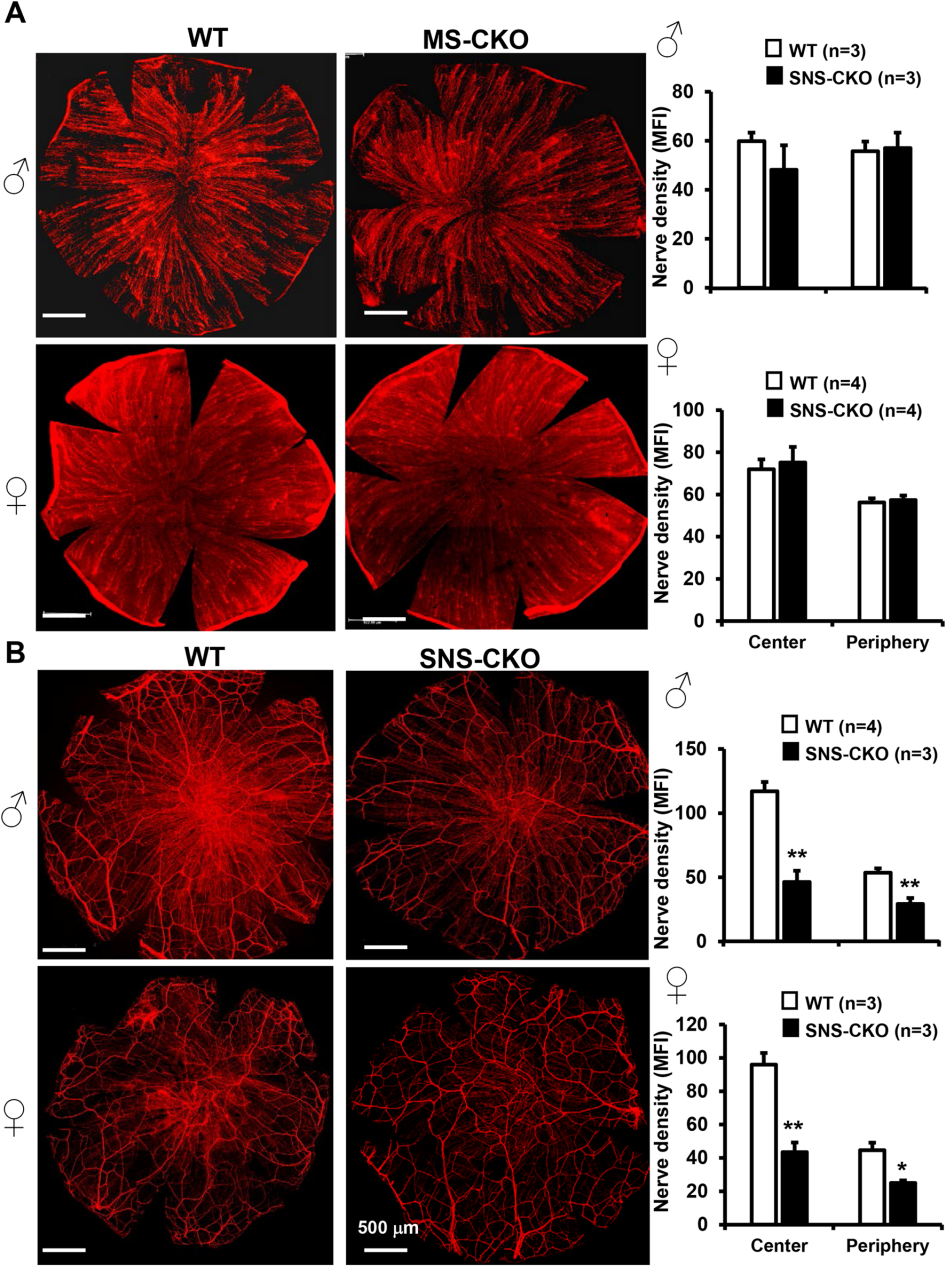
Inactivation of miR-183C in sensory neurons, but not in the CRMCs, results in decreased sensory nerve density. Compressed confocal images of flatmount corneas of young adult MS-CKO (**A**) and SNS-CKO sand their age- and sex-matched WT control littermates (**B**). *p < 0.05; **p < 0.01. *MFI* mean fluorescence intensity.

However, the corneal nerve density was significantly decreased in the SNS-CKO vs WT littermate control mice in both male and female (Fig. 3B), in both the whorl center and peripheral regions of the cornea, suggesting that decreased nerve density in the miR-183C conventional KO mice^60^ is a result of loss of miR-183C in corneal sensory nerves; miR-183C imposes an intrinsic regulation of corneal sensory innervation.

To further probe into the reduction of sensory nerve density, we quantified the sensory nerve density in the epithelial and stromal layers separately (Fig. 4). The layer-specific analyses showed that, in both the whorl center and peripheral regions of male mice, it is the density of the fine terminal nerves in the epithelial layer that is significantly decreased, but not the large nerves in the stromal layer (Fig. 4), suggesting that miR-183C regulates the terminal differentiation and/or extension of sensory nerves in the epithelial layer of the cornea, but has no significant impact on the establishment of large sensory nerves in the stromal layer. Similar effect was observed in female mice (Fig. S2).

**Figure 4:**
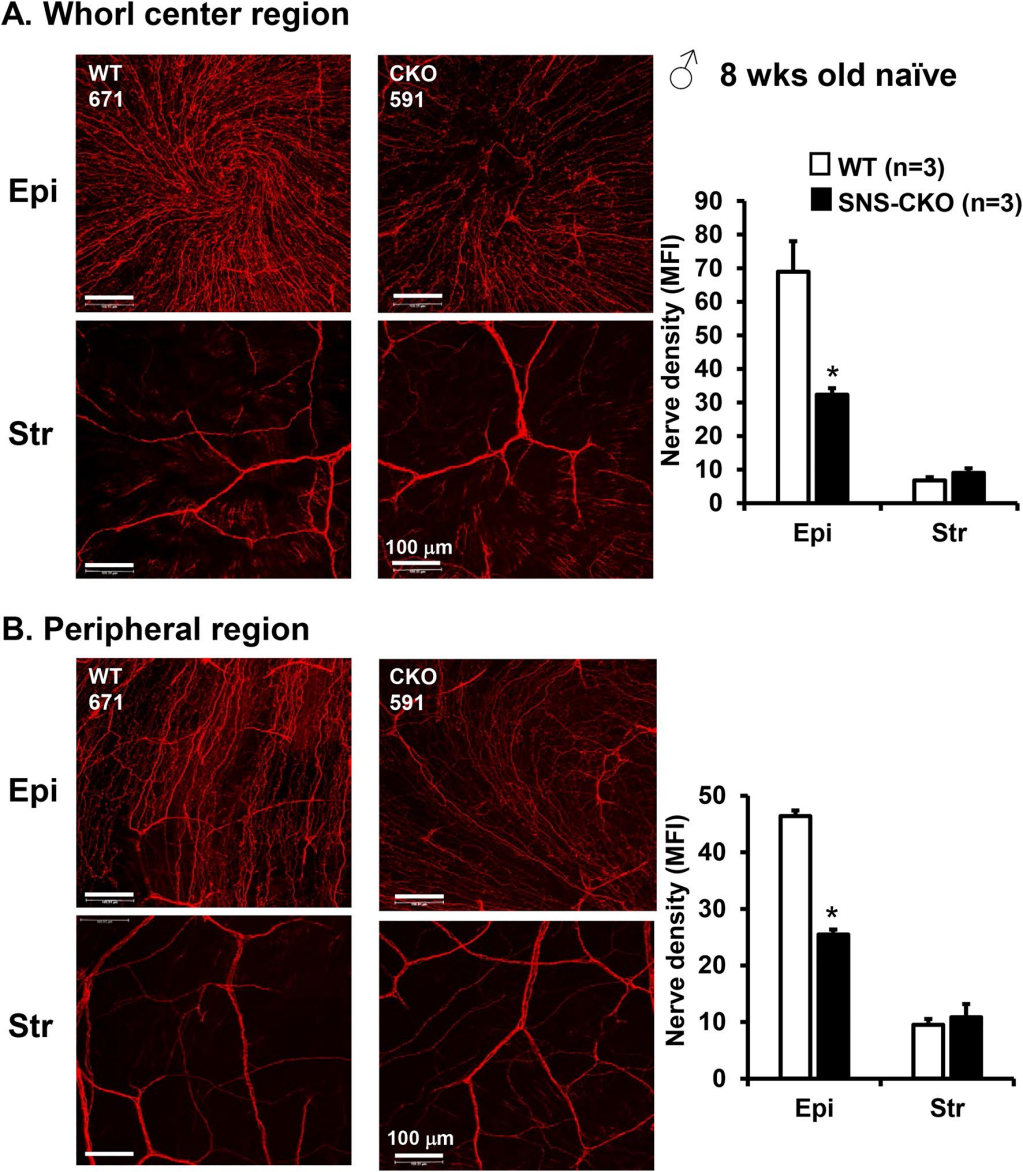
Reduction of corneal sensory nerve density in the SNS-CKO is caused by decreased sensory nerve density in the epithelial layer but not the stromal layer. Compressed confocal images of corneal sensory nerves of the epithelial layers (Epi) and stromal layers (Str) of the whorl center areas (**A**) and peripheral regions (**B**) of flatmount corneas of young adult, male SNS-CKO sand their age- and sex-matched WT control littermates. *p < 0.05.

### Inactivation of miR-183C in sensory nerves results in decreased corneal sensitivity to mechanical stimuli

Since inactivation of miR-183C in sensory neurons resulted in decreased sensory nerve density (Figs. 3, 4), we hypothesize that the functions of the sensory nerve are compromised in the cornea. To test this hypothesis, we first tested corneal sensitivity to mechanical stimuli using a Cochet and Bonnet aesthesiometer. Our result showed in both miR-183C KO (Fig. 5A) and SNS-CKO mice (Fig. 5B), corneal sensitivity was significantly decreased, when compared to their WT littermate. In the conventional KO, corneal sensitivity was decreased by ~ 23% and 33% in male and female mice, respectively. In the SNS-CKO, corneal sensitivity was significantly reduced by ~ 10 and 11% in male and female mice, respectively. However, in MS-CKO mice, inactivation of miR-183C showed no impact on corneal sensitivity. These data suggest that miR-183C in corneal sensory nerves intrinsically regulate its function. Decreased corneal sensitivity in miR-183C KO is a result of loss of miR-183C in the sensory nerve.

**Figure 5:**
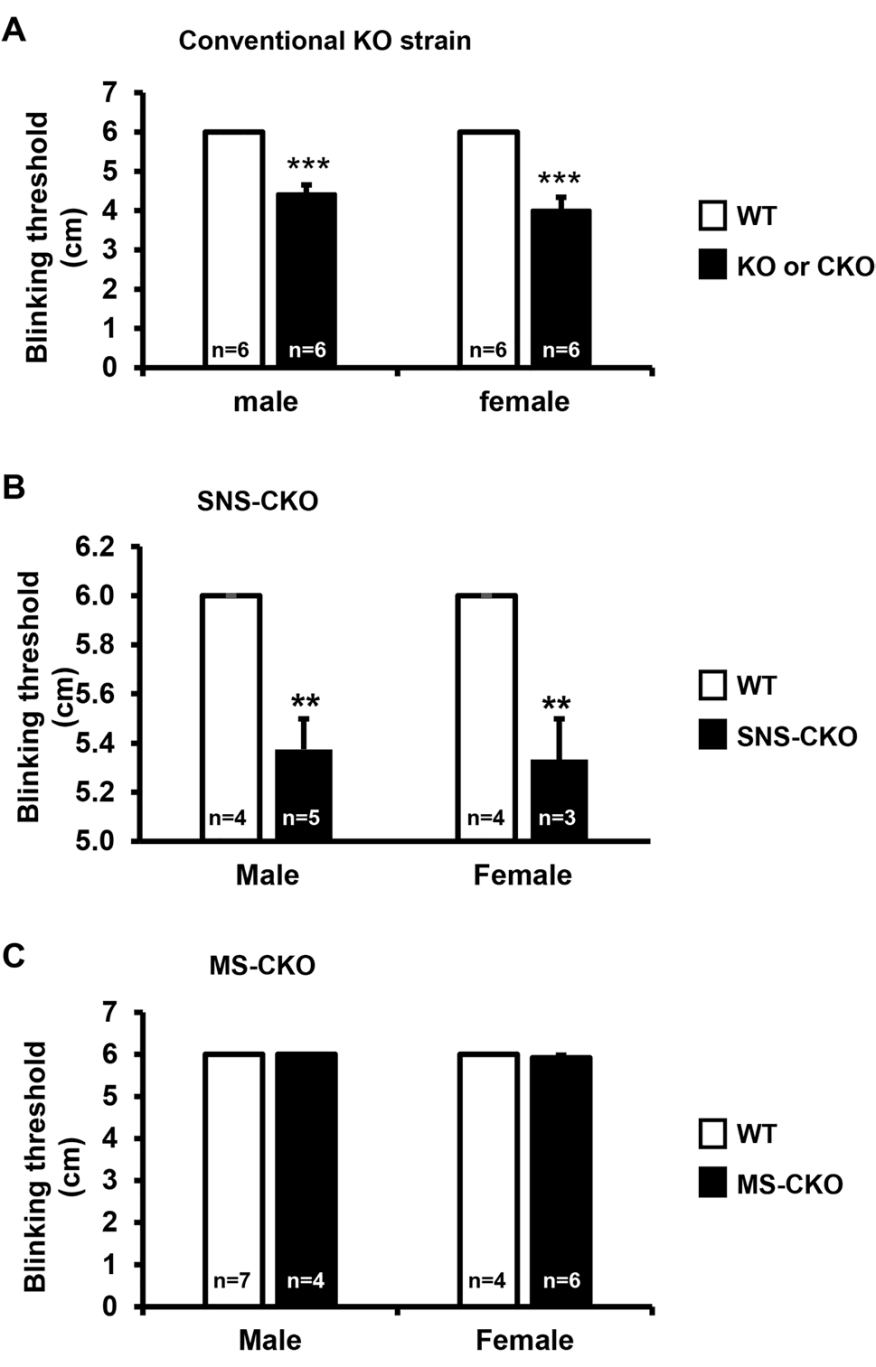
Inactivation of miR-183C in sensory nerves, but not in the myeloid cells, results in decreased corneal sensitivity to mechanical stimuli. Sensitivity test using a Cochet and Bonnet aesthesiometer in young adult (8–12 weeks old) miR-183C conventional KO (**A**), SNS-CKO (**B**) and MS-CKO mice and their age- and sex-matched WT control littermates (**C**). **p < 0.01; ***p < 0.001.

### Inactivation of miR-183C in sensory nerves results in decreased basal tear production

It is known that corneal sensory innervation plays important role in regulating tear production^27,99^. Since inactivation of miR-183C in sensory neurons resulted in decreased sensory nerve density and sensitivity to mechanical stimuli (Figs. 3, 4, 5), we further hypothesize that miR-183C may play a role in tear production through its regulation of corneal sensory innervation. To test this hypothesis, we measured tear volumes using the PRT test. Our result showed that in both the miR-183C KO and SNS-CKO mice, tear volume was significantly decreased when compared to their WT littermates (Fig. 6A,B). In male mice, the tear volume was decreased by ~ 81% in the miR-183C KO and ~ 71% in the SNS-CKO mice; while in female, it was decreased by ~ 55% and 59% in the conventional KO and SNS-CKO, respectively (Fig. 6A,B). However, tear volume of MS-CKO mice showed no difference compared to their WT littermate controls (Fig. 6C). These data suggest that miR-183C modulates basal tear production through regulation of corneal sensory innervation.

**Figure 6:**
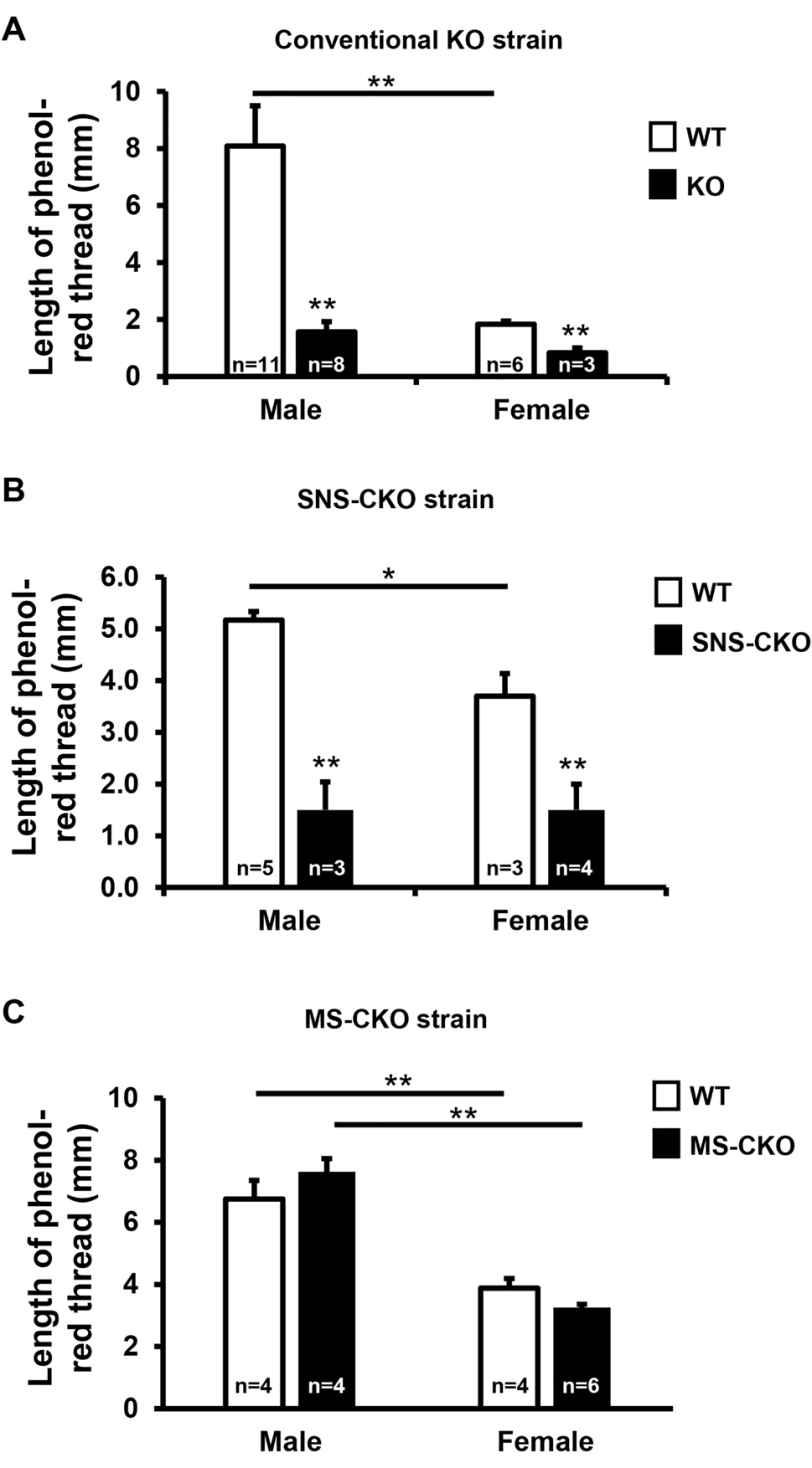
Inactivation of miR-183C in sensory nerves, but not in myeloid-cells, results in decreased basal tear volume. Phenol-red thread assays in young adult (8–12 weeks old) miR-183C conventional KO (**A**), SNS-CKO (**B**) and MS-CKO mice and their age- and sex-matched WT control littermates (**C**). *p < 0.05; **p < 0.01.

In addition, our data showed that the tear volume in female vs male WT mice was consistently reduced in all three strains, by ~ 77%, 28%, and 43% in the conventional KO, SNS-CKO, and MS-CKO mice, respectively, suggesting a sex-dependent difference of tear production (Fig. 6A–C).

### miR-183C modulates the functions of sensory neurons and myeloid cells through its regulation of cell type-specific target genes

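Scn10a, the sodium channel gene of nociceptive neurons whose promoter drives Cre in SNS-CKO mice, was read at 279 ± 12.9 CPM (library-size normalized counts, mean ± SD) in the TG of 3 SNS-CKO mice and at 280 ± 24.3 CPM in 4 SNS-strain WT mice. Lyz2, the lysozyme gene whose locus drives Cre in MS-CKO mice, was read in the TG at 1.40 ± 0.746 CPM in 5 MS-CKO mice against 5.03 ± 2.01 CPM in 5 MS-strain WT mice, and at 4.26 ± 1.86 CPM in SNS-CKO against 3.42 ± 1.97 CPM in SNS-strain WT mice. Krt12, the keratin of corneal epithelium, lay between 0 and 25.1 CPM in the TG libraries, near 20 CPM in those with B2 in the name and near 0 in the others. These libraries come from the TG and cornea of mice of 8 to 12 weeks, with 3 SNS-CKO, 4 SNS-strain WT, 5 MS-CKO and 5 MS-strain WT libraries per tissue. The authors made the libraries with the QuantSeq 3′ mRNA FWD kit, sequenced them on a NovaSeq, aligned the reads to mm10 with STAR and counted them per gene with HTSeq, and the deposited values are whole-number read counts over 35976 gene rows. Total counts ran from 2934793 to 5387042 in the TG libraries (median 3779204) and from 2366126 to 6741290 in the cornea libraries (median 4697940). The tag B2 in the names is taken here as a later batch, although the sample titles do not explain it. All SNS-strain libraries carry it, while the MS strain is divided. In that strain 3 MS-CKO and 4 WT libraries are from the earlier batch, and 2 MS-CKO and 1 WT library from the later. Columns with NACC in the name, read as the Cre of SNS-CKO mice, were taken as the SNS strain and the others as the MS strain. This is a reading of the column names, made after the values of Lyz2, Scn10a, Krt12 and Cx3cl1 had been seen, and another reading of the names also fits the numbers of libraries. Under it the 3 MS-CKO and 4 WT libraries of the earlier batch, with Lyz2 at 0.872 ± 0.171 and 4.86 ± 2.28 CPM, would be of the SNS strain, and Cx3cl1 in the cornea of SNS-CKO mice, 1.42-fold in the paper, would be 1.08-fold in place of 1.40-fold. By the paper's methods, however, the Cre allele of MS-CKO mice is the one that disrupts Lyz2. The paper gives these mice as heterozygous for it, so an intact Lyz2 copy remains, and the depth of the fall is not explained here. In the TG the 3 SNS-CKO libraries would share a group with the 2 later MS-CKO libraries. Mirc35hg, the host transcript of miR-183C, lies at 49.7 to 52.9 CPM in the former and at 5.90 and 6.44 CPM in the latter. These values run with the reading used here, although Lyz2 lies at a few CPM and, like Cx3cl1, had been seen before. The columns of the conventional KO strain repeat MS-strain columns value for value in these tissues, so the KO strain is not analysed here for TG and cornea. The repeated values stay in the MS-strain comparisons under their MS names, so results of that strain rest on those names. By the paper's methods SNS-strain WT mice carry Cre and no floxed miR-183C allele, and MS-strain WT mice carry the floxed allele and no Cre. CKO and WT libraries were compared within each strain and tissue with the quasi-likelihood test of edgeR after TMM normalization, and adjusted p-values are Benjamini-Hochberg values over all genes tested.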

To start to understand the molecular mechanisms underlying miR-183C’s regulation of corneal functions, we performed 3′ mRNA sequencing^88,100^ in the TG and corneas of young adult, naïve SNS-CKO, MS-CKO and miR-183C KO mice and their corresponding WT littermate controls. Comparison of the transcriptomes identified a series of DEGs in the TG and corneas of SNS-CKO, MS-CKO and miR-183C KO mice vs their WT controls (Fig. S3; Tables S1–S6). 

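Mirc35hg, the transcript that hosts the miR-183C precursors, rose 32.0-fold in the TG of SNS-CKO mice, from 1.61 ± 1.52 CPM in 4 WT mice to 51.1 ± 1.65 CPM in 3 SNS-CKO mice (log2 change 5.00, SE 0.31, edgeR adjusted p = 2.4e-11). Slc25a1, the mitochondrial citrate carrier, rose 1.77-fold, from 109 ± 4.35 to 192 ± 14.4 CPM (log2 change 0.82, SE 0.09, adjusted p = 9.5e-06), and Gap43, a growth-cone protein of extending axons, rose 1.35-fold, from 299 ± 24.1 to 403 ± 6.41 CPM (log2 change 0.43, SE 0.08, adjusted p = 0.034). Cd59a, an inhibitor of complement lysis, fell from 444 ± 124 to 236 ± 9.70 CPM (log2 change -0.91, SE 0.14, adjusted p = 0.0025). Hbb-bs, an adult β-globin chain, fell from 1454 ± 602 to 674 ± 177 CPM (log2 change -1.11, SE 0.20, adjusted p = 0.015), with some libraries of the groups overlapping, and beside it 4 of 5 erythrocyte genes were lower with p adjusted over the list alone. The Mir183, Mir96 and Mir182 rows hold 0 counts in every library, and counts per gene do not show where in Mirc35hg its reads lie, so these values do not measure the deletion itself. Mirc35hg and Slc25a1 passed in DESeq2 and under every other alternative of normalization, filter, fit and left-out library, but under the other reading of the strain names no gene passed in this comparison. Gap43 was no longer past the threshold without SNS-CKO library 1 (adjusted p = 0.147), 2 (0.207) or 3 (0.264) or WT library 1 (0.159) or 4 (0.0768), nor in a fit of all groups together (1.00), whereas DESeq2 gave an adjusted p of 0.00082. Cd59a was not called by DESeq2 (adjusted p = 0.30) or without SNS-CKO library 2 (0.140) or 3 (0.0839). Hbb-bs was likewise not called by DESeq2 (0.656) or without SNS-CKO library 2 (0.421) or 3 (0.359). Altogether 5 of 12769 genes passed in the TG of SNS-CKO mice, 3 higher and 2 lower, against 852 at an unadjusted p under 0.05, and 941 genes showed no overlap between the groups (7.37%, where chance gives 5.71%). The count was 2 without SNS-CKO library 2 or 3, and 8, 11 and 9 without WT libraries 1, 2 and 3, and 33 with no filter on low counts. Just short of the threshold were Arf2, a vesicle-coat GTPase, at 1.72-fold (41.5 ± 4.50 against 24.1 ± 0.996 CPM, adjusted p = 0.052), and Lrrc17, a secreted leucine-rich repeat protein (log2 change 0.46, SE 0.10), and on the lower side Il31ra, an itch receptor subunit (2.77 ± 0.847 against 10.1 ± 3.65 CPM, log2 change -1.86, SE 0.39, adjusted p = 0.090), the globin Hbb-bt (-0.82, SE 0.19) and the cyclin Ccng1 (-0.51, SE 0.12). Lrrc17 passed without WT library 3 (adjusted p = 0.0064), Il31ra without WT library 1 (0.030) and Hbb-bt without WT library 2 (1.7e-04).

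**Figure D1:**
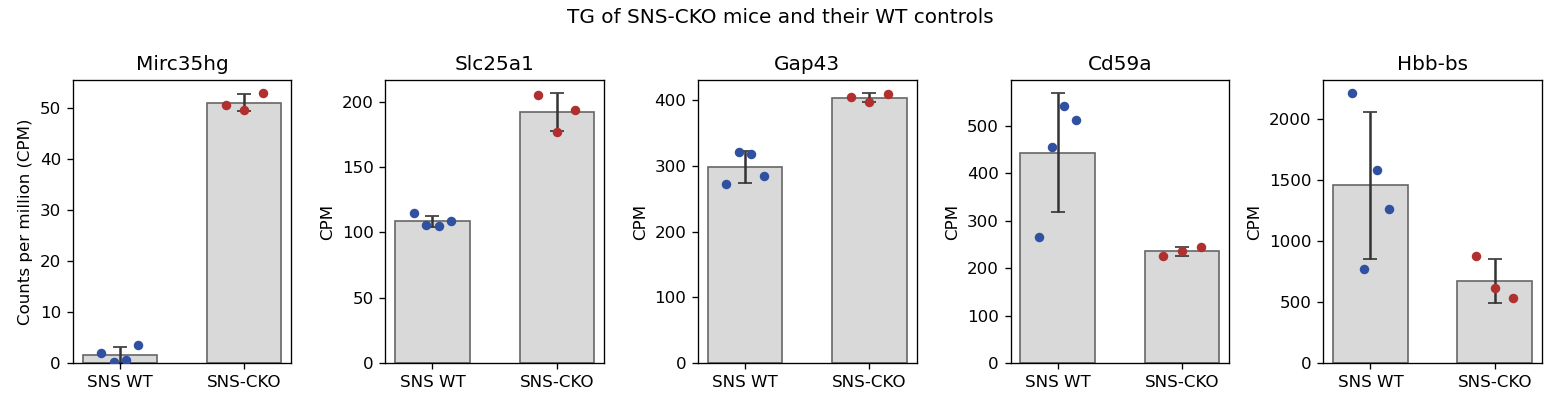
CPM of Mirc35hg, Slc25a1, Gap43, Cd59a and Hbb-bs in the TG of SNS-strain WT (4 libraries) and SNS-CKO (3 libraries) mice. Each point is a library, bars are means and whiskers are SD.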

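Among MS-CKO mice none of 12480 genes of the TG passed edgeR's adjusted p under 0.05, with 372 at an unadjusted p under 0.05, and DESeq2 also called 0 genes (396 unadjusted). The smallest p-values there belonged to Nt5dc3 (63.6 ± 2.13 against 45.7 ± 3.98 CPM, log2 change 0.48, SE 0.11), Cand2, a cullin regulator (log2 change 1.44, SE 0.38), the predicted gene Gm40074 (log2 change 1.76), Mirc35hg (7.17 ± 3.07 against 2.64 ± 1.04 CPM, 2.69-fold, adjusted p = 0.999) and Rab27b, a GTPase of vesicle release (59.4 ± 2.97 against 44.9 ± 4.26 CPM) on the higher side. On the lower side stood Sox9, a transcription factor of glia (32.4 ± 3.46 against 46.5 ± 6.27 CPM), Fkbp14 and Fkbp10, prolyl isomerases that fold collagen (log2 change -0.67 and -0.98), Fam45a (-0.60) and Slc25a33, a mitochondrial pyrimidine carrier (-0.43), none of them past the threshold. Mirc35hg in MS-CKO mice gave a log2 change of 1.61 (SE 0.52) in the earlier batch and 0.97 (SE 0.74) in the later. Over both the exact two-sided permutation p was 0.00794, the smallest that 5 against 5 libraries allow. In this comparison 70 of 12480 genes showed no overlap between the groups (0.561%, where chance gives 0.794%). Over all genes such a separation is thus no more frequent than by chance. None of 11463 genes passed in the cornea of SNS-CKO mice (715 at an unadjusted p under 0.05, DESeq2 0 with 551 unadjusted). Hes1, a repressor downstream of Notch, was read there at 488 ± 100 CPM in 3 SNS-CKO and 336 ± 30.6 CPM in 4 WT libraries, Mettl9, a methyltransferase, at 46.7 ± 15.9 and 26.5 ± 5.57 CPM, and G3bp1, a stress-granule protein, at 352 ± 74.4 and 249 ± 24.9 CPM, followed by 2410131K14Rik and 0610009B22Rik (log2 change 1.65 and 0.92). Ptgds, the prostaglandin synthase of keratocytes, was read at 35.7 ± 15.5 against 93.7 ± 25.1 CPM (log2 change -1.42, SE 0.24, adjusted p = 0.15) and Serpina3n, an acute-phase protease inhibitor, at 0.979 ± 0.554 against 38.2 ± 40.8 CPM (adjusted p = 0.235), with Rnaseh2b, Snhg7 and the melanin enzyme Dct also lower (log2 change -0.76, -1.48 and -1.01) and not past the threshold. Ptgds passed without SNS-CKO library 1 (adjusted p = 0.0036), and Serpina3n without WT library 1 (0.029) or 2 (0.0078). These libraries lie nearest the other group, so leaving them out widens the gap. Ptgds is at 52.5 CPM in SNS-CKO library 1. Serpina3n is at 7.98 and 3.52 CPM in WT libraries 1 and 2, and its mean rests on 51.3 and 90.15 CPM in WT libraries 3 and 4. Without SNS-CKO library 1 or WT library 2 the count was 1, without WT library 1 it was 2, and with no filter on low counts it was 37. None of 11830 genes passed in the cornea of MS-CKO mice (421 at an unadjusted p under 0.05, DESeq2 0 with 451 unadjusted). Lmnb2, a nuclear lamin, stood at 21.9 ± 3.66 against 13.9 ± 1.01 CPM, ahead of Anks1, Echdc2, Vps16 and Zfp759 (log2 change 0.59, 1.42, 0.53 and 1.26), and Herc1, a ubiquitin ligase, at 68.0 ± 7.42 against 93.0 ± 3.78 CPM, with Gm36283 and the antisense transcript Kcnq1ot1 at -2.04 and -0.60. Cryaa, a lens crystallin, stood at 3.15 ± 3.42 against 71.6 ± 109 CPM, the highest MS-strain WT library holding 536 CPM over a list of lens genes. With no filter on low counts 11 genes passed in the TG and 27 in the cornea of MS-CKO mice, and in the later batch alone, with 1 WT library, 95 and 4. The response of Mirc35hg in the TG differed between the SNS and MS strains by 3.57 on the log2 scale (adjusted p = 0.0071) (1 of 13728 genes, 4 with DESeq2 and 3 with a batch term), and in the cornea the strains differed for 0 of 13031 genes (323 at an unadjusted p under 0.05, DESeq2 0 with 341 unadjusted).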

Since miRNAs negatively regulate gene expression^35^, to identify tissue-specific targets of miR-183C, we searched predicted target genes of miR-183C among the upregulated genes in KO or CKO vs their WT controls in both TG and cornea. This analysis yielded a series of tissue-specific target genes of miR-183C (Tables S7–S12). 

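Slc25a1, the citrate carrier, holds 3′ UTR sites of miR-96-5p and miR-182-5p, and Gap43 holds a site of miR-96-5p. They head the genes with a site that were higher in the TG of SNS-CKO mice (n = 3 against 4), followed by Arf2 and Lrrc17, by Slc52a2, a riboflavin transporter (log2 change 0.55), Ppp3r1, the regulatory subunit of calcineurin (0.33, SE 0.08), and Insig2, a brake on cholesterol synthesis (0.73), by Mpv17l, a peroxisomal gene (0.93), and by Cacnb1, a calcium channel subunit (0.48), of which only Slc25a1 and Gap43 passed an adjusted p under 0.05. Among cornea genes of SNS-CKO mice G3bp1, Dcun1d5 (log2 change 0.55), the receptor phosphatase Ptprg (0.65, SE 0.18), the G protein subunit Gnai3 (0.55, SE 0.16), the small GTPase Rac1 (0.48, SE 0.15), Pdcd6 (0.52, SE 0.16), the receptor Notch2 (0.57), Tpp1 (0.55) and Anxa1 (0.42) come first, and none passed an adjusted p under 0.05. In MS-CKO mice the first in the TG are Nt5dc3, Cand2, Rab27b, Snrpd3 (0.29) and Gdpd2 (0.97), and in the cornea Tgif2 (0.79) and Atp6v0e2 (0.68), none past an adjusted p under 0.05. At an unadjusted p under 0.05, 136 higher genes carried a site in the TG of SNS-CKO mice, 65 in the TG of MS-CKO mice, 107 in the cornea of SNS-CKO mice and 51 in the cornea of MS-CKO mice. Of these 136 genes, 4 were also higher in the TG of MS-CKO mice and 1 in the cornea of SNS-CKO mice. A site is the sequence GTGCCAT (miR-183-5p), GTGCCAA (miR-96-5p) or TTGCCAA (miR-182-5p) in an annotated 3′ UTR, with no demand for conservation between species, and 5203 of 20457 genes with a 3′ UTR hold at least 1.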

Statistical analysis showed that miR-183C predicted target genes are significantly enriched among the upregulated genes in the TG and cornea of SNS-CKO or KO mice vs their corresponding WT littermate controls. However, no enrichment of miR-183C predicted target genes was detected in the upregulated genes of either TG or cornea of miR-183C MS-CKO mice, possibly a result of the rarity of the CRMCs in the TG or cornea^4,7^.

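Among genes higher in the TG of SNS-CKO mice at an unadjusted p under 0.05, headed by Slc25a1 and Gap43, 34.2% (136 of 398) carried a site of miR-183-5p, miR-96-5p or miR-182-5p, against 30.7% (3575 of 11636) of the other genes tested (odds ratio 1.17, 95% interval 0.941 to 1.45, chi-square p = 0.159, Fisher's exact p = 0.151). Sites of miR-96-5p, as in Gap43, Lrrc17, Ppp3r1 and Insig2, were in 18.1% (72 of 398) of these genes against 11.3% of the others (odds ratio 1.73, 95% interval 1.31 to 2.26, chi-square p = 4.4e-05). Sites of miR-183-5p, as in Slc52a2, were in 12.1% of the genes higher in the TG (odds ratio 0.967, chi-square p = 0.892) and sites of miR-182-5p, as in Arf2, in 12.6% (0.844, p = 0.301). Of the higher genes in the cornea of SNS-CKO mice 30.0% (107 of 357), among them G3bp1, Gnai3 and Rac1, carried a site of any of these miRNAs against 30.1% of the others (odds ratio 0.993, chi-square p = 1.00), and no miRNA alone gave an odds ratio above 1.05. Genes lower in the TG carried a site in 30.4% of cases (120 of 395), and of these a miR-96-5p site was in 34 (odds ratio 0.715, chi-square p = 0.0765). Under other settings the TG value was 1.46 for 8mer sites alone (chi-square p = 0.0094), 1.32 for genes called by DESeq2 (chi-square p = 0.025) and 1.52 in a logistic regression on 3′ UTR length and expression, past its threshold, where lower genes gave 0.774. It was 1.40 (chi-square p = 0.00519) without SNS-CKO library 1, 1.04 (p = 0.806) without library 2 and 1.05 (p = 0.713) without library 3, and by chi-square 1.41 (p = 0.00249), 1.14 (p = 0.262), 1.03 (p = 0.821) and 1.20 (p = 0.103) without WT library 1, 2, 3 and 4, while camera over all genes tested gave p = 0.913, or 0.786 with an estimated correlation. With 3 against 4 libraries divided in other ways, the highest odds ratio of miR-96-5p sites among higher genes was 1.72. Among lower genes it was 1.86, in a split of 3 WT libraries against all SNS-CKO libraries and the other WT library. That value therefore repeats the real contrast in part. The chi-square test of all sites passed in 10.3% of tests in the TG and 2.94% in the cornea. Other 7-base sequences of the same composition as each site gave median odds ratios of 0.780 to 0.880 among higher genes of the TG and 0.854 to 0.896 in the cornea. Because miRNAs repress their targets, the paper takes genes with predicted sites that are higher in CKO mice as targets, and since miR-183C is mainly expressed in sensory neurons and myeloid cells are rare in these tissues, it reasons that the targets found in SNS-CKO mice are those of TG sensory neurons.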

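Of the genes higher in the TG of MS-CKO mice 38.5% (65 of 169) at an unadjusted p under 0.05, with Cand2, Rab27b and Gdpd2, a glycerophosphodiesterase, carried a site, against 30.7% (3583 of 11654) of the others (odds ratio 1.41, 95% interval 1.01 to 1.94, chi-square p = 0.038, from 5 libraries against 5). Sites of miR-182-5p were in 22.5% (38 of 169) against 14.5% (odds ratio 1.71, chi-square p = 0.0049), those of miR-183-5p gave 1.41 (p = 0.121) and those of miR-96-5p 1.10 (p = 0.778). Of the higher genes in the cornea of MS-CKO mice 23.8% (51 of 214), Tgif2 and Atp6v0e2 among them, carried a site against 30.2% of the others (odds ratio 0.725, chi-square p = 0.0546). Control 7-base sequences, other orders of the bases of the miR-182-5p site that are none of the sites counted here, gave a median odds ratio of 1.24 among the same TG genes that hold Cand2, and 6.68% of them came as high as the miR-182-5p site. In the cornea of MS-CKO mice such controls gave medians of 0.717, 0.730 and 0.691 for the sites of miR-183-5p, miR-96-5p and miR-182-5p. A lower share there, as in the 0.725 of all sites, is thus not particular to these sites. With 3′ UTR length and expression in a logistic regression the TG odds ratio was 1.14, and for miR-182-5p 1.45, neither past its threshold. The chi-square test of the TG was no longer past the threshold without MS-CKO library 4 (1.28, p = 0.176) or 5 (1.24, p = 0.260) or WT library 3 (1.26, p = 0.174) or 4 (1.34, p = 0.0920), while the earlier batch alone gave 1.34 (p = 0.0475), the later batch alone, with 1 WT library, 1.18 (p = 0.0870) and a batch term in the fit 1.43 (p = 0.0092). In the cornea the share with a site was below that of other genes, by a chi-square p under 0.05, without MS-CKO library 1 (0.736, p = 0.0365), 2 (0.660, p = 0.0147), 3 (0.629, p = 0.00183) or 4 (0.649, p = 0.0110) or WT library 1 (0.643, p = 0.0129), 3 (0.578, p = 0.00522) or 5 (0.572, p = 0.000262), and 0.691 (p = 0.024) for genes called by DESeq2. This test passed in 11.1% of tests in the TG and 16.2% in the cornea when the MS-strain libraries were divided in other ways, without regard to batch.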

Functional annotation analyses of the tissue-specific target genes identified in the TG and cornea of SNS-CKO and KO mice showed similar overlapping results (Tables S13–S20). Since miR-183C is predominantly expressed in the TG sensory neurons when compared to myeloid cells (> 50 folds; Fig. S4) and that CRMCs are a rare population in the cornea (1–3% of total corneal cells)^4,7^, we reasoned that gene expression changes and miR-183C targets identified in the TG and cornea of SNS-CKO and KO mice represents TG sensory neuron-specific changes and miR-183C targets. 

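Gap43, the growth-cone protein, Itga3, an integrin chain (1.39-fold), Nova2, a neuronal splicing factor (1.85-fold), Ehd1, an endosomal recycling protein (1.29-fold), and Fyn, a Src-family kinase (1.21-fold), were higher in the TG of 3 SNS-CKO than of 4 WT mice, with p adjusted over the list alone under 0.05. They belong to the neuronal projection genes of Table 1, of which 13 of 15 were tested and 5 passed over the list alone, only Gap43 over all genes (median log2 change 0.14, 8 positive, camera adjusted p = 0.0036, and adjusted p = 0.18 with an estimated correlation, fry adjusted p = 0.0051). Itga3 was read at 51.8 ± 6.84 against 37.3 ± 2.03 CPM and Nova2 at 14.6 ± 0.680 against 7.88 ± 1.12 CPM. Among the immune response genes of Table 1, Tgfbr1, a TGFβ receptor (log2 change 0.55, SE 0.25), and Prkce, a protein kinase C (0.17, SE 0.08), reached an unadjusted p under 0.05 with Fyn, but 0 of 10 passed over the list alone (camera adjusted p = 0.26). Of the 6 epithelial genes tested, Itga3 alone passed over the list alone (median log2 change 0.06, camera adjusted p = 0.28). These genes were chosen by the study in part on these libraries, so the counts over a list are not independent evidence, and under the other reading of the strain names 0 of 13 neuronal and 0 of 10 immune genes are higher at an unadjusted p under 0.05 in SNS-CKO, and 4 of 13 and 2 of 10 in MS-CKO mice. A site of a miR-183C member was found here in 12 of the 15 neuronal, 10 of the 12 immune and 6 of the 7 epithelial genes. In the same libraries the 7 peptidergic nociceptor genes were all lower (median log2 change -0.23, camera adjusted p = 0.0059, 0.34 with an estimated correlation), Calca, the CGRP gene, among them (-0.23, SE 0.09).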

Gene ontology (GO) analysis of the tissue-specific target genes identified in the TG of SNS-CKO and KO mice (Tables S13, S17, S21) showed significant enrichment in neuronal axon projection-, immune response- and epithelial cell proliferation and migration-related biological processes (Table 1). 

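Ppp3r1, the calcineurin subunit, was read at 320 ± 2.02 CPM in the TG of 3 SNS-CKO mice and 255 ± 11.2 CPM in 4 WT mice (1.26-fold), and Gria1, an AMPA receptor subunit, at 20.3 ± 2.35 against 11.0 ± 2.68 CPM (1.82-fold). Map3k3, Psen2, the γ-secretase subunit, Foxo3, Gng12, a G protein γ subunit, the potassium channel Kcnj14 and the adenylate cyclase Adcy6 were higher too, with log2 changes of 0.72, 0.38, 0.34, 0.33, 1.54 and 0.54. With Fyn these make 9 of the 16 neuronal and synaptic genes of Table 2 higher with p adjusted over the list alone and 0 over all genes, 15 of 16 with a positive change (median 0.33, camera adjusted p = 2.5e-08, adjusted p = 0.060 with an estimated correlation, fry adjusted p = 0.0051). The list was made by the study in part from these libraries and is not independent evidence, and under the other reading of the strain names 1 of the 16 is higher at an unadjusted p under 0.05 in SNS-CKO and 7 of the 16 in MS-CKO mice. Nck2, an adaptor of ephrin signaling, was the lower gene (log2 change -0.30). Fixed lists of axon guidance and synaptic vesicle genes, of which 20 of 42 and 9 of 26 hold a site, were also tested. They are not limited to targets, so they do not test the paper's enrichment of pathways among higher targets. Of 37 axon guidance ligands and receptors 0 were higher and 2 lower with p adjusted over the list alone, the semaphorins Sema6d (-0.44, SE 0.12) and Sema6a (-0.49, SE 0.15), with 16 positive (median -0.03, camera adjusted p = 0.40). Of 26 synaptic vesicle genes 9 were positive (median -0.03, camera adjusted p = 0.41), and 0 passed, with Rims2, a release-site scaffold, at -0.34 (SE 0.12) and Vamp2, the vesicle SNARE, at 0.20 (SE 0.09). No gene of Tables 1 and 2 passed over the list alone in the TG of MS-CKO mice.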

Consistent with the GO analysis, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis showed enrichment in axon guidance (Fig. 7A), synaptic function pathways (Table 2; Tables S14, S18, S22). In the cornea, miR-183C target genes identified in the SNS-CKO and miR-183C KO mice (Tables S15, S16, S19, S20, S23, S24) are prominently enriched in regulation of synaptic functions, in addition to axonogenesis and axon projection (Tables 3 and 4). These data collectively suggest that miR-183C regulates sensory neuronal projection and synaptic function through directly targeting genes involved in these biological processes. 

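Hes1, Ptprg, Rac1 and Map2k1, a kinase of the ERK pathway, were higher in the cornea of 3 SNS-CKO than of 4 WT mice with p adjusted over the list alone, Ptprg at 46.7 ± 11.5 against 30.0 ± 4.12 CPM, Rac1 at 381 ± 108 against 273 ± 16.0 CPM and Map2k1 at 76.4 ± 4.67 against 59.4 ± 2.64 CPM. They are 4 of the 18 axonogenesis and projection genes of Table 3 that could be tested, with 8 at an unadjusted p under 0.05, the others being Fam149b, Cx3cl1, Tapt1 and Tsc1 (log2 change 0.92, 0.49, 0.40 and 0.44), and 12 positive (median 0.31). Gnai3, the inhibitory G protein subunit, was higher at 96.0 ± 25.3 against 65.8 ± 7.74 CPM and with Rac1 and Map2k1 makes 3 of the 10 neuronal and synaptic genes of Table 4 past the threshold over the list alone (median log2 change 0.23). Gria1, in contrast, was lower in this cornea (-1.57, SE 0.55). Over all genes tested 0 of these genes passed. Camera gave an adjusted p of 0.0019 for Table 3 and 0.046 for Table 4, and an adjusted p of 0.37 for both with an estimated correlation. The tables were drawn by the study in part from these libraries and are not independent evidence, and under the other reading of the strain names 0 of 19 Table 3 genes were higher at an unadjusted p under 0.05 in SNS-CKO and 7 of 17 in MS-CKO mice. In the same corneas all 9 genes tested of a list of 11 immediate early genes, such as Fos (log2 change 0.57, SE 0.24) and Dusp1 (0.65, SE 0.29), were higher without any passing over the list alone (median 0.44, camera adjusted p = 0.0018, 0.37 with an estimated correlation). Fixed lists of 27 axon guidance and 10 synaptic vesicle genes gave camera adjusted p-values of 0.82 and 0.68.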

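Pdcd6, a calcium-binding partner of membrane traffic, Dgcr2, an adhesion receptor, and Cd164, a sialomucin, were higher in the cornea of 3 SNS-CKO than of 4 WT mice (log2 change 0.52, SE 0.16, 0.50, SE 0.17, and 0.34, SE 0.12), with p adjusted over the list alone under 0.05. Together with Hes1 and Rac1 they are 5 of the 14 adhesion and migration genes of Table 3 tested, 7 at an unadjusted p under 0.05 and 9 positive (median 0.41, camera adjusted p = 0.0019, 0.34 with an estimated correlation). The list comes in part from these libraries, so this count is not independent evidence, and 0 of its genes passed over all genes tested, while under the other reading of the strain names 0 of 14 are higher at an unadjusted p under 0.05 in SNS-CKO and 5 of 13 in MS-CKO mice. Of the genes of the corneal epithelium itself, Krt12 (log2 change 0.25), the basal keratin Krt14 (0.31) and the eye transcription factor Pax6 (0.23, SE 0.12) did not pass, and a fixed list of 10 such genes had 6 positive (median 0.11, camera adjusted p = 0.35). Ptgds was the gene of 6 keratocyte genes that was lower over the list alone, with keratocan, Kera, at -0.66 (SE 0.29) (median -0.38, camera adjusted p = 0.011, 0.36 with an estimated correlation). Dct, with the melanocyte list (median -0.92), was lower over the list alone, and differences in how much stroma or limbus each sample held are not separated here from regulation. No gene of the paper's lists passed in the cornea of MS-CKO mice over the list alone.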

Besides neuronal related functions, miR-183C targets in TG sensory neurons are also enriched in epithelial cell proliferation and migration-, cell–cell adhesion-, fibroblast and endothelial cell migration-related biological processes, suggesting indirect regulation of miR-183C on other cell types in the cornea through its modulation of corneal sensory innervation (Tables 1, 2, 3, 4). Furthermore, genes involved in chemokine signaling pathway, e.g. CX3CL1, GNG5, GNG12, GNAI3, ADCY6, SHC1, BRAF, ELMO1, RAC1, MAP2K1, FOXO3 (Fig. 7B), leukocyte trans-endothelial migration, e.g. GNAI3, MSN, PRKCA, RAC1, and FcγR-mediated phagocytosis pathways, e.g. MAP2K1, PRKCE, PRKCA, RAC1, are also enriched in miR-183C target genes of TG sensory neurons (Tables 2, 4), suggesting potential roles in neuropeptide production and neuroimmune interactions.

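In the TG of 3 SNS-CKO and 4 WT mice, Foxo3 was read at 71.2 ± 5.42 against 55.9 ± 5.68 CPM, Gng12 at 55.6 ± 0.287 against 44.4 ± 3.83 CPM and Adcy6 at 18.3 ± 3.91 against 12.7 ± 1.61 CPM, each at an unadjusted p under 0.05 and not past edgeR's adjusted p. Gng5, a G protein γ subunit, the adaptor Shc1, the kinases Braf and Map2k1, and Rac1 differed there by log2 changes of 0.46, 0.10, 0.12, 0.13 and 0.03, and Elmo1, a Rac activator, and Gnai3 by -0.08 and -0.22, all less than 2 SE from 0. Msn, the membrane linker moesin, was read at 407 ± 5.98 against 342 ± 15.5 CPM and Prkce at 475 ± 13.1 against 423 ± 9.18 CPM, while Prkca, another protein kinase C, changed by -0.08. Gnai3, Rac1 and Map2k1 were higher in the cornea of SNS-CKO mice over the list alone with Cx3cl1, as 4 of the 8 immune genes of Table 4 tested (median log2 change 0.17, camera adjusted p = 0.019, 0.34 with an estimated correlation), and Msn (-0.02, SE 0.44), Prkca (-0.15), Prkce (-0.09) and Gng5 (-0.02) were not. Of the 11 chemokine signaling genes, 0 passed over the list alone in the TG (8 positive, camera adjusted p = 0.22) and 3 of 10 in the cornea (camera adjusted p = 0.0069, 0.34 with an estimated correlation). All 6 chemokine genes of Table 2 were tested in the TG, and 0 passed over the list alone (5 positive, camera adjusted p = 0.067). As the study picked these genes in part on these libraries, the counts are not independent evidence, and under the other reading of the strain names 0 of 8 immune genes of Table 4 and 0 of 10 chemokine signaling genes are higher at an unadjusted p under 0.05 in the cornea of SNS-CKO, and 3 of 8 and 3 of 10 in that of MS-CKO mice. Rac1 was the only gene at an unadjusted p under 0.05 of 17 genes in a fixed list of FcγR-mediated phagocytosis in the cornea (camera adjusted p = 0.96). Here 11 of the 11 chemokine signaling genes and 9 of the 9 immune genes of Table 4 hold a site of a miR-183C member.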

**Table 1:** Neuronal, immune and epithelial-related GO terms enriched in miR-183C targets in TG sensory neurons.

GO ID	Terms	P	Genes	Fold enrichment
Neuronal related				
0010976	Positive regulation of neuron projection development	0.0023	EHD1, RGS2, ANKRD27, ITGA3, STMN2, FYN, CX3CL1	5.17
1902667	Regulation of axon guidance	0.0428	NOVA2, MYCBP2	45.59
0031175	Neuron projection development	0.0431	EHD1, GDNF, SHC1, STMN2, FYN	3.78
0007411	Axon guidance	0.0508	KLF7, GAP43, MYCBP2, PAX6, ANK3	3.58
Immune related				
0050729	Positive regulation of inflammatory response	0.0355	CEBPA, CD47, LDLR, CX3CL1	5.53
0071560	Cellular response to transforming growth factor beta stimulus	0.0003	ZEB1, NOX4, FYN, WNT2, TGFBR1, WNT4	10.39
0036120	Cellular response to platelet-derived growth factor stimulus	0.0152	PRKCE, RASA1, FYN	15.78
Epithelial related				
0010634	Positive regulation of epithelial cell migration	0.0373	ITGA3, PRKCE, PPM1F	9.77
0050680	Negative regulation of epithelial cell proliferation	0.0279	ZEB1, CELF1, PAX6, MTSS1	6.08

**Figure 7:**
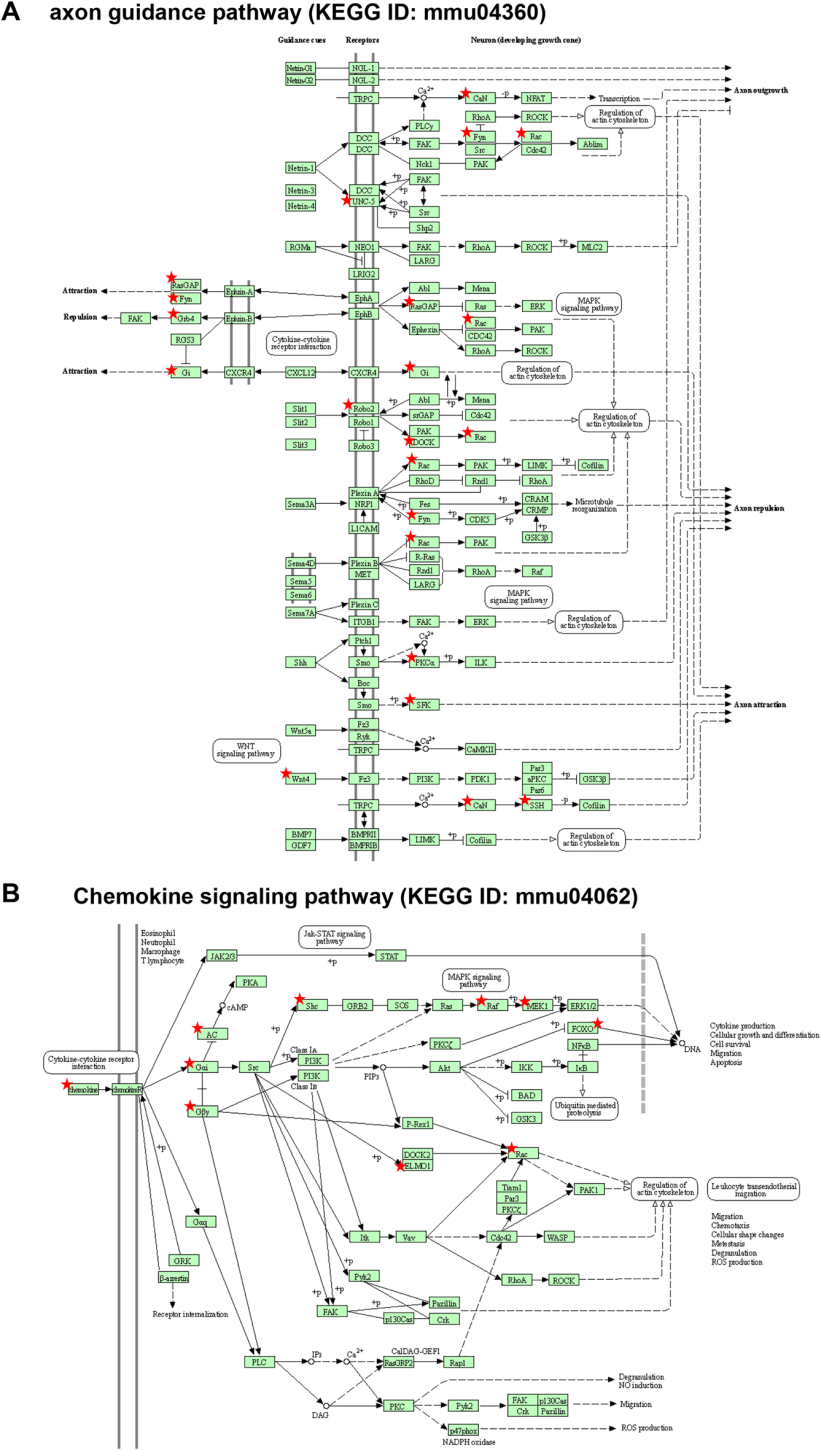
miR-183C target genes in TG sensory neurons are enriched in axon guidance (**A**) chemokine signaling pathways (**B**). Modified from www.genome.jp/kegg/pathway.html. Star-labeled molecules or complexes are or contain target genes of miR-183C.

**Table 2:** Neuronal and immune-related KEGG pathways enriched in miR-183C targets in TG sensory neurons.

KEGG ID	Term	P	Genes	Fold enrichment
Neuronal related				
mmu04725	Cholinergic synapse	0.0124	GNA11, KCNJ14, FYN, GNG12, ADCY6	5.48
mmu04724	Glutamatergic synapse	0.0132	GRIA1, PPP3R1, SLC1A1, GNG12, ADCY6	5.39
mmu04722	Neurotrophin signaling pathway	0.0161	MAP3K3, SHC1, PSEN2, BRAF, FOXO3	5.08
mmu04360	Axon guidance	0.0574	PPP3R1, RASA1, NCK2, FYN, WNT4	3.39
Immune related				
mmu04062	Chemokine signaling pathway	0.0189	SHC1, BRAF, FOXO3, GNG12, CX3CL1, ADCY6	3.84

**Table 3:** Neuronal, cellular adhesion and migration-related GO terms enriched in miR-183C targets in the cornea of SNS-CKO and KO mice.

GO ID	Term	P	Genes	Fold Enrichment
Neuronal function related				
0010976	Positive regulation of neuron projection development	3.21E-04	ANKRD27, FUT9, AVIL, DAB2IP, CNTN1, FYN, PRKD1, CX3CL1	6.16
2000300	Regulation of synaptic vesicle exocytosis	0.002954	NRN1, SV2C, PRKCE, PRKCA, CACNA1E	8.38
0001764	Neuron migration	0.004744	MEF2C, TRIM46, FYN, FAT3, RAC1, CELSR3	5.48
0048813	Dendrite morphogenesis	0.005398	KLF7, ELAVL4, FYN, RAC1	11.18
0030030	Cell projection organization	0.014212	UBXN10, RAB34, GPR22, TSC1, FAM149B, TAPT1	4.19
0030517	Negative regulation of axon extension	0.0173	TRIM46, AATK, RTN4	14.75
0048812	Neuron projection morphogenesis	0.022254	MAP2K1, ANKRD27, DAB2IP, RAC1	6.63
0010977	Negative regulation of neuron projection development	0.024328	TSC1, HES1, RTN4, PTPRG	6.41
0048870	Cell motility	0.030182	MAP2K1, ELMO1, RAC1	10.96
0050772	Positive regulation of axonogenesis	0.033101	ROBO2, ZEB2, MAP2K1	10.43
0007411	Axon guidance	0.044784	ROBO2, KLF7, CNTN1, UNC5D, RAC1	3.73
Cellular adhesion and migration related				
0007155	Cell adhesion	0.001191	CD164, PRKCE, FIBCD1, PRKCA, CX3CL1, PCDH17, CELSR3, CNTN1, HES1, FAT3, TGFBI, RAC1, DGCR2	3.03
0010595	Positive regulation of endothelial cell migration	9.78E-04	ANXA3, PDCD6, PRKCA, PRKD1, RAC1	11.31
0010764	Negative regulation of fibroblast migration	0.002543	ZEB2, RAC1, CYGB	38.87
0022409	Positive regulation of cell–cell adhesion	0.01618	SOX2, MAGI1, PDE4D	15.27

**Table 4:** Neuronal and immune-related KEGG pathways enriched in miR-183C targets in the cornea of SNS-CKO and KO mice.

KEGG ID	Term	P	Genes	Fold enrichment
Neuronal and synaptic function related				
mmu04360	Axon guidance	0.0011	ROBO2, GNAI3, FYN, PRKCA, UNC5D, RAC1, SSH2	5.84
mmu04725	Cholinergic synapse	0.0060	MAP2K1, GNG5, GNAI3, FYN, PRKCA	6.74
mmu04726	Serotonergic synapse	0.0103	MAP2K1, GNG5, DUSP1, GNAI3, PRKCA	5.76
mmu04921	Oxytocin signaling pathway	0.0174	MAP2K1, MEF2C, CACNA2D1, GNAI3, PRKCA	4.94
mmu04727	GABAergic synapse	0.0201	GABARAPL2, GNG5, GNAI3, PRKCA	6.79
mmu04713	Circadian entrainment	0.0258	GNG5, GNAI3, PRKCA, GRIA3	6.16
mmu04724	Glutamatergic synapse	0.0380	GNG5, GNAI3, PRKCA, GRIA3	5.30
Immune function related				
mmu04062	Chemokine signaling pathway	0.0081	MAP2K1, GNG5, ELMO1, GNAI3, RAC1, CX3CL1	4.72
mmu04666	Fc gamma R-mediated phagocytosis	0.0225	MAP2K1, PRKCE, PRKCA, RAC1	6.50
mmu04670	Leukocyte transendothelial migration	0.0414	GNAI3, MSN, PRKCA, RAC1	5.12

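Csf1r, the macrophage growth factor receptor whose promoter drives the EGFP used for sorting, was read at 1029 CPM in KO and 858 CPM in KO-strain WT corneal resident myeloid cells (CRMCs), and at 182 CPM in MS-CKO and 322 CPM in MS-strain WT CRMCs. Krt12, the corneal epithelial keratin, was read in the same cells at 22612, 4600, 13244 and 2975 CPM and at 0 in the spleen pools. Adgre1, the F4/80 gene of macrophages, gave 0 counts in KO CRMCs and 1060 CPM in KO-strain WT, and 22.3 CPM in MS-CKO and 0 in MS-strain WT CRMCs, against 20.4 to 93.5 CPM in the spleen pools. Each of the 4 genotypes is 1 pooled library of CRMCs and 1 of spleen myeloid cells, so no p-value is given for a single genotype, and intervals cover counting error alone, not the difference between mice. Total counts were 4214416 (KO), 2261266 (KO-strain WT), 10803867 (MS-CKO) and 6569553 (MS-strain WT) for CRMCs, and between 5140261 and 9790238 for the spleen. A read was found for 3488, 1650, 6455 and 3380 genes in these CRMC libraries in turn, where the tissue libraries hold 15047 to 18541 genes. The authors' read counts were divided by each library's total, genes with at least 50 counts over a pair of libraries were kept, and 0.5 CPM was added before the log2 ratio. Where a library holds 0 counts, the ratio is given as a lower bound with 3 counts in place of 0. This bound, too, covers counting error alone. Of 76 ribosomal protein genes 11.8% are at 0 in KO-strain WT and 14.5% in MS-strain WT CRMCs. A count of 0 there is thus no sign of absence from the cells, and the true ratio can lie below the bound. Several sorted columns of the KO strain are named CKO where the sample labels say KO, and the labels were followed.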

To further identify myeloid cell-specific target genes of miR-183C, we isolated the Csf1r-EGFP + CRMCs from young adult miR-183C MS-CKO and conventional KO mice and their age- and sex-matched WT control mice. 

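In KO CRMCs Rac1, the GTPase of phagocytic cups, held 1710 counts against 14 in KO-strain WT cells (log2 ratio 5.92, 95% interval 5.28 to 6.91), and in MS-CKO CRMCs 7480 against 2 (9.75, 9.30 to 14.20), from 1 pool of cells per genotype. Actr2, an Arp2/3 subunit, held 1717 against 28 counts in KO cells (log2 ratio 4.98, 4.50 to 5.63) and 260 against 0 in MS-CKO cells, at least 52.7-fold, while Arpc1b, another subunit of that complex, stood at 1.24 in KO and -0.66 in MS-CKO cells. Crk, an adaptor of phagocytosis, was at least 127-fold higher in KO cells (708 against 0) and lower in MS-CKO cells (532 against 1612, log2 ratio -2.31), and Wasf2, an actin regulator, at least 220-fold higher (1232 against 0) and lower (859 against 1096, -1.06). Pak1, a kinase downstream of Rac, was at least 1740-fold lower in KO cells (0 against 2801) and at least 97.1-fold higher in MS-CKO cells (479 against 0). Map2k1 held 550 against 0 counts (at least 98.4-fold) and 1604 against 409 (log2 ratio 1.25, 1.10 to 1.41), Grb2 646 against 13 and 346 against 0, and Asap1 255 against 0 and 751 against 413. Tgfbr1, the TGFβ receptor, rested on 608 against 0 and 1421 against 0 counts, and Acvr1, an activin receptor, on 0 against 128 and 1366 against 0. The lower bounds of genes at 0 cover counting error alone. Of the 73 genes of Table 5, 41 reached 50 counts in the KO pair, with 33 at least 2-fold higher and 6 lower (median log2 ratio 5.92, or 4.62 with genes at 0 placed at their bound), and 62 in the MS pair, with 50 higher and 4 lower (6.44, or 6.55 at the bound). Among random lists matched for expression, the Table 5 median stood at percentile 19.3 in KO and 99.6 in MS-CKO cells, which describes these libraries only, since over all genes the null pool was 2-fold higher for 2209 of 3280 and 4043 of 6276 genes (median 7.29 and 5.25, or 5.96 and 5.32 with genes at 0 placed at their bound). By pathway, the percentiles in KO and MS-CKO cells were 45.4 and 52.4 for FcγR-mediated phagocytosis, 38.1 and 97.5 for chemokine signaling, 2.95 and 97.9 for FcεRI, 48.1 and 59.7 for TGFβ, 32.7 and 85.7 for TNF and 22.2 and 89.7 for the infection pathways. The study selected Table 5 on these pools, which are not independent evidence of it. Myeloid genes had lower medians (-0.79 and -0.82, percentile 36.3 and 18.5), and corneal epithelial genes, which mark other cells, higher ones than these (2.30 and 1.62, percentile 88.7 and 99.6). From the pathways that it finds for both genotypes the paper proposes that miR-183C regulates myeloid cell functions through many genes in different pathways at once.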

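Ywhae, which encodes an adaptor of phosphorylated proteins, was among the genes with the largest ratios of KO to WT CRMCs (4481 counts against 0), followed by the desmosomal gene Pkp1 (4170), Tatdn2 (3743) and Mal2 (3699), also against 0, and Pkp1 and Mal2 are genes of epithelia. In MS-CKO cells Sdc1, an epithelial and plasma-cell proteoglycan, came first with 8678 counts against 0. On the lower side stood Ninj1, a membrane rupture protein, with 0 against 3152 counts in KO and 0 against 2363 in MS-CKO cells. Across the 2390 genes measured in both pairs the KO and MS-CKO ratios had a Spearman correlation of 0.065, genes not being independent replicates, and 963 were 2-fold higher in both where 901 would be by independence. Genes with a site were 30.1% of those 2-fold higher in KO cells against 26.9% of the others (odds ratio 1.17, 95% interval 0.991 to 1.39), and 30.2% against 29.8% in MS-CKO cells (1.02, 0.905 to 1.14). With both null genotypes tested together against both WT pools and strain as a block, Krt12 (log2 change 2.59, SE 0.29), the corneal crystallin enzyme Aldh3a1 (1.76, SE 0.32), the nuclear RNA Malat1 (5.16, SE 1.06) and the basal keratin Krt5 (3.20, SE 0.66) were higher and the mitochondrial ND4 (-1.03) and ND2 (-1.34) lower in edgeR, 6 of 3493 genes, against 609 in DESeq2 and 0 in edgeR with no strain block.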

KEGG pathway analyses of miR-183C targets identified in CRMCs of both MS-CKO and conventional KO (Tables S25 and S26) are consistently enriched in multiple immune/inflammation-related pathways (Table 5; Table S27), including FcγR-mediated phagocytosis (Fig. 8A), chemokine signaling (Fig. 8B), FcεRI signaling, TGFβ signaling pathway, TNF signaling pathways, and several microbial infection pathways (Table 5; Table S27). These data suggest that miR-183C regulates the functions of myeloid cells through simultaneously targeting multiple genes in different pathways. 

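Vamp2 is the synaptobrevin gene, whose protein also serves secretion outside neurons. It held 456 against 0 counts in KO and 943 against 0 in MS-CKO CRMCs (1 library per genotype). By counting error alone it was at least 81.6-fold and 191-fold higher than in the WT pools. These bounds, like that of Unc13a below, do not cover molecules lost before counting. Nsf, the SNARE-recycling ATPase, was higher in MS-CKO cells (1027 counts against 0), with Dnajc5, a vesicle chaperone, at a log2 ratio of 4.32 from 332 against 7 counts, and Unc13a, a vesicle priming factor, was at least 253-fold lower (0 against 461). Of 26 synaptic vesicle genes, 1 had at least 50 counts in the KO pair and 5 in the MS pair, where the list's median stood at percentile 30.5 of random lists. Among axon guidance genes Sema4d, a semaphorin of immune cells, Plxnd1 and Plxnb1 were higher in KO cells (1178, 807 and 513 counts against 0) and Nrp1, a semaphorin receptor, lower (17 against 286, log2 ratio -4.81), with Sema6d at 0 against 57. In MS-CKO cells the plexins Plxnd1 and Plxnb1 were lower (0 against 1215 and 0 against 2336), and Sema3c, Sema3f and Plxna1 higher (2044, 1927 and 1665 against 0). The axon guidance list thus held 3 higher and 2 lower genes in KO cells (percentile 40.1) and 8 higher and 6 lower in MS-CKO cells (percentile 23.4). The neuronal genes of Table 2 stood at percentile 20.6 in KO and 77.0 in MS-CKO cells, with 5 and 10 genes measured.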

Intriguingly, miR-183C targets are also enriched in neuronal function, especially synaptic function-related pathways (Table S28), and cell–cell interaction pathways (Table S29), suggesting potential indirect modulation of neuronal innervation and other cell types of the cornea.

**Table 5:** Immune/infection-related KEGG pathways enriched in miR-183C targets of CRMCs of KO and MS-CKO mice.

KEGG ID	Term	P	Genes	Fold enrichment
mmu05100	Bacterial invasion of epithelial cells	2.98E-04	ITGB1, ACTR2, CTTN, SHC1, CAV1, ARPC1B, RAC1, WASL, CRK, WASF2, CD2AP	4.12
mmu04666	Fc gamma R-mediated phagocytosis	3.87E-04	ACTR2, MAP2K1, MARCKS, PAK1, PRKCE, ARPC1B, MAPK1, ASAP1, GAB2, RAC1, CRK, WASF2	3.67
mmu04664	Fc epsilon RI signaling pathway	0.002041	MAP2K3, MAPK9, MAP2K1, MAPK1, GRB2, FYN, KRAS, GAB2, RAC1	3.88
mmu05135	Yersinia infection	0.002728	ITGB1, MAP2K3, ACTR2, GIT2, MAP2K1, ARHGEF12, ARPC1B, WASL, MAPK9, MAPK1, RAC1, CRK, WASF2	2.74
mmu04062	Chemokine signaling pathway	0.003045	MAP2K1, SHC1, GNAI3, BRAF, GNG12, PRKCZ, ADCY6, TIAM1, PAK1, GNG5, MAPK1, GRB2, KRAS, RAC1, CRK, PRKACB	2.37
mmu05166	Human T-cell leukemia virus 1 infection	0.006333	ATF2, MAP3K3, EGR1, MAP2K1, CRTC1, XIAP, TGFBR1, ADCY6, PPP3CA, MAPK9, ZFP36, CCND2, CREB3L1, CREB3L2, MAPK1, EP300, KRAS, PRKACB	2.06
mmu05132	Salmonella infection	0.007681	MAP2K3, ACTR2, RALA, MAP2K1, ARPC1B, WASL, PIK3C2A, RHOB, MAPK9, SNX18, PAK1, BCL2, EXOC4, MAPK1, RAC1, PFN1, KPNA3, PFN2	2.02
mmu05163	Human cytomegalovirus infection	0.007979	ATF2, MAP2K1, ARHGEF12, GNAI3, TSC1, GNG12, ADCY6, PPP3CA, GNG5, GNA11, CREB3L1, CREB3L2, MAPK1, GRB2, KRAS, RAC1, CRK, PRKACB	2.02
mmu05165	Human papillomavirus infection	0.015215	MAGI1, ITGB1, PRKCI, MAP2K1, ITGA3, TSC1, PPP2R5C, LAMC1, PRKCZ, PPP2CA, PPP2CB, CCND2, CREB3L1, CREB3L2, MAPK1, EP300, GRB2, HES1, KRAS, WNT2, PRKACB, WNT4	1.74
mmu04650	Natural killer cell mediated cytotoxicity	0.020466	PPP3CA, MAP2K1, PAK1, SHC1, MAPK1, GRB2, FYN, BRAF, KRAS, RAC1	2.45
mmu05145	Toxoplasmosis	0.037313	ITGB1, MAP2K3, MAPK9, GNAI3, BCL2, XIAP, MAPK1, LAMC1, LDLR	2.35
mmu04350	TGF-beta signaling pathway	0.039069	ACVR1, PPP2CA, SMAD1, PPP2CB, EP300, MAPK1, SKIL, TGFBR1, SMAD7	2.33
mmu05170	Human immunodeficiency virus 1 infection	0.040389	MAP2K3, MAP2K1, FBXW11, GNAI3, GNG12, PPP3CA, MAPK9, PAK1, GNG5, GNA11, BCL2, MAPK1, KRAS, RAC1, CRK	1.79
mmu04668	TNF signaling pathway	0.048672	MAP2K3, CYLD, MAPK9, ATF2, MAP2K1, CREB3L1, CREB3L2, XIAP, MAPK1	2.23

**Figure 8:**
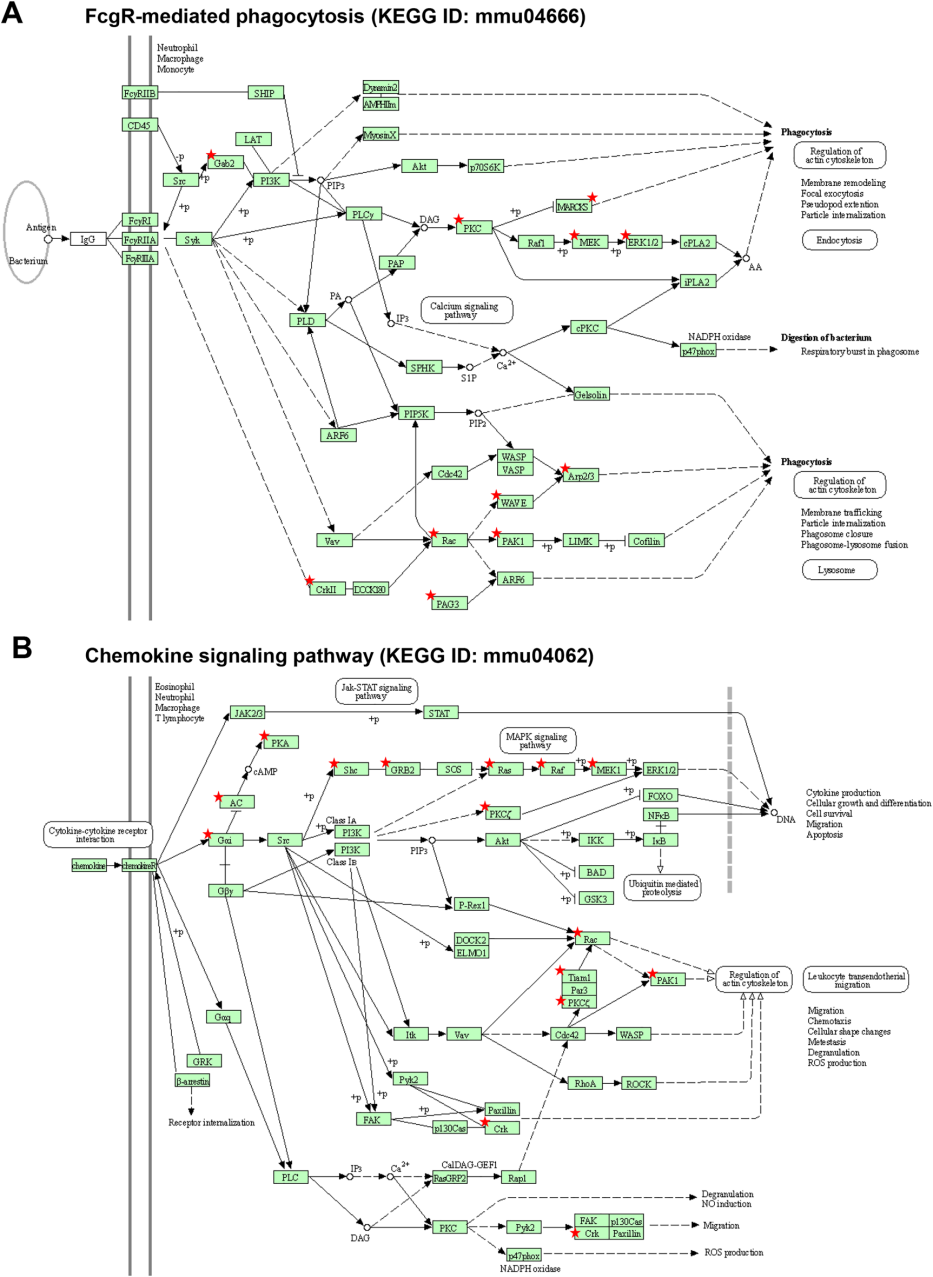
miR-183C target genes in CRMCs are enriched in FcγR-mediated phagocytosis (**A**) and chemokine signaling pathways (**B**). Modified from www.genome.jp/kegg/pathway.html. Star-labeled molecules or complexes are or contain target genes of miR-183C.

### Cx3cl1 and a dozen of other genes were validated as miR-183C targets in TG sensory neurons.

Cx3cl1, also called fractalkine or neurotactin, is a type I transmembrane (TM) chemokine and is the only member of the CX3C or delta chemokine subfamily^101–103^. It is known to promote chemotactic migration of microglia in the central nervous system (CNS)^104,105^, mediate the homing of resident myeloid cells in the cornea^106^ and recruitment of Mϕ in other tissues^107^. RNA seq data revealed that Cx3cl1 was a potential target gene of miR-183C. It is significantly increased in the TG of miR-183C KO (Table S4) and the cornea of SNS-CKO mice (Table S1) by ~ 1.89 and 1.42 folds, respectively, when compared to their WT controls. 

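Cx3cl1 was read at 31.5 ± 5.93 CPM in the cornea of 3 SNS-CKO mice and 22.5 ± 3.95 CPM in that of 4 WT mice, a 1.40-fold difference (log2 change 0.49, SE 0.20). It did not pass over all genes tested: edgeR's adjusted p was 0.778 and DESeq2's 0.971, the unadjusted edgeR p was 0.0227, and an exact two-sided permutation test gave p = 0.114, where 3 against 4 libraries allow no less than 0.0571. Cx3cl1 in the TG of the same strain was read at 3.77 ± 1.10 in SNS-CKO against 6.35 ± 1.31 CPM in WT mice (log2 change -0.76, SE 0.40, adjusted p = 0.765). In MS-CKO mice it was read at 4.91 ± 1.88 against 4.54 ± 0.990 CPM in the TG and 33.4 ± 7.20 against 33.2 ± 4.60 CPM in the cornea (exact permutation p = 0.857 and 0.976). Over 13 alternatives the cornea value in SNS-CKO mice ran from 1.25-fold to 1.52-fold, with adjusted p between 0.453 and 0.999, and under the other reading of the strain names its log2 change was 0.11. No sorted cell pool held a Cx3cl1 read. The TG of the conventional KO is not analysed here, because its columns repeat those of the MS strain.

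**Figure D2:**
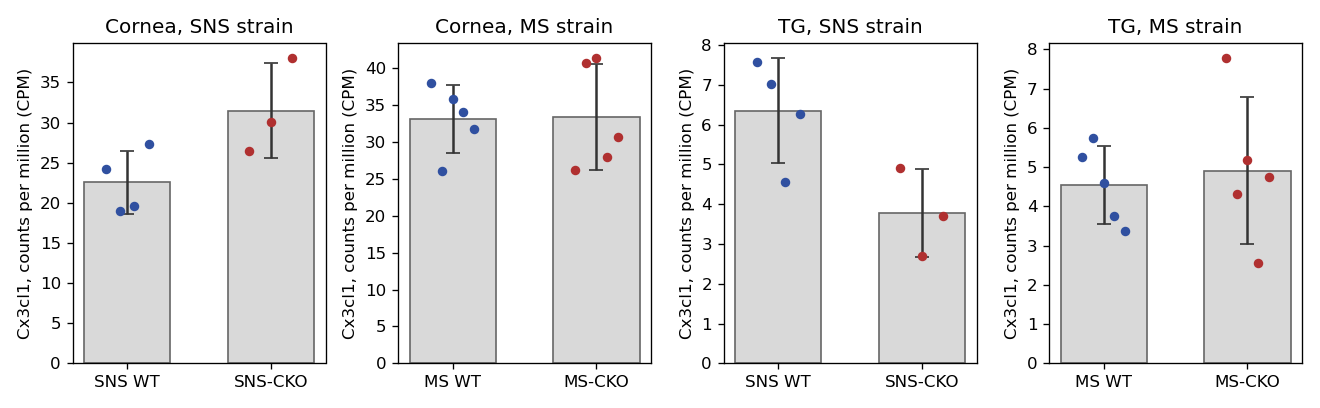
CPM of Cx3cl1 in the cornea and TG of the SNS and MS strains, WT against CKO (4 and 3 libraries in the SNS strain, 5 and 5 in the MS strain). Each point is a library, bars are means and whiskers are SD.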

Target prediction showed that Cx3cl1 held a conserved target site for miR-183 in its transcript of both human and mouse (Fig. 9A). 

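The mouse Cx3cl1 transcript holds 1 site of miR-183-5p, the 7mer-m8 sequence GTGCCAT, at positions 1823 to 1829 of a 3′ UTR of 1871 bases, counted from the first base after the coding sequence. In mm10 the site lies on the plus strand of chromosome 8 from 94782379 to 94782385, within Cx3cl1, which spans 94772009 to 94782427. The sequence around it reads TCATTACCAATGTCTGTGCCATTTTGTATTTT. The Cx3cl1 site is close to the end of the transcript, and the 3′ UTR holds no match to the miR-96-5p or miR-182-5p seed. The seed of miR-183-5p (UAUGGCACUGGUAGAAUUCACU) differs from those of its neighbours miR-96-5p (UUUGGCACUAGCACAUUUUUGCU) and miR-182-5p (UUUGGCAAUGGUAGAACUCACACCG), whose precursors lie on chromosome 6 within 30165918 to 30169737. The human sequence and its conservation are not analysed here.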

To validate these findings, we performed qRT-PCR in the TG and corneas of the miR-183C KO and age- and sex-matched WT control mice. Our results confirmed significant upregulation of Cx3cl1 in the TG of the KO vs WT control mice, although no significant change of Cx3cl1 was detected in the cornea (Fig. 9B).

**Figure 9:**
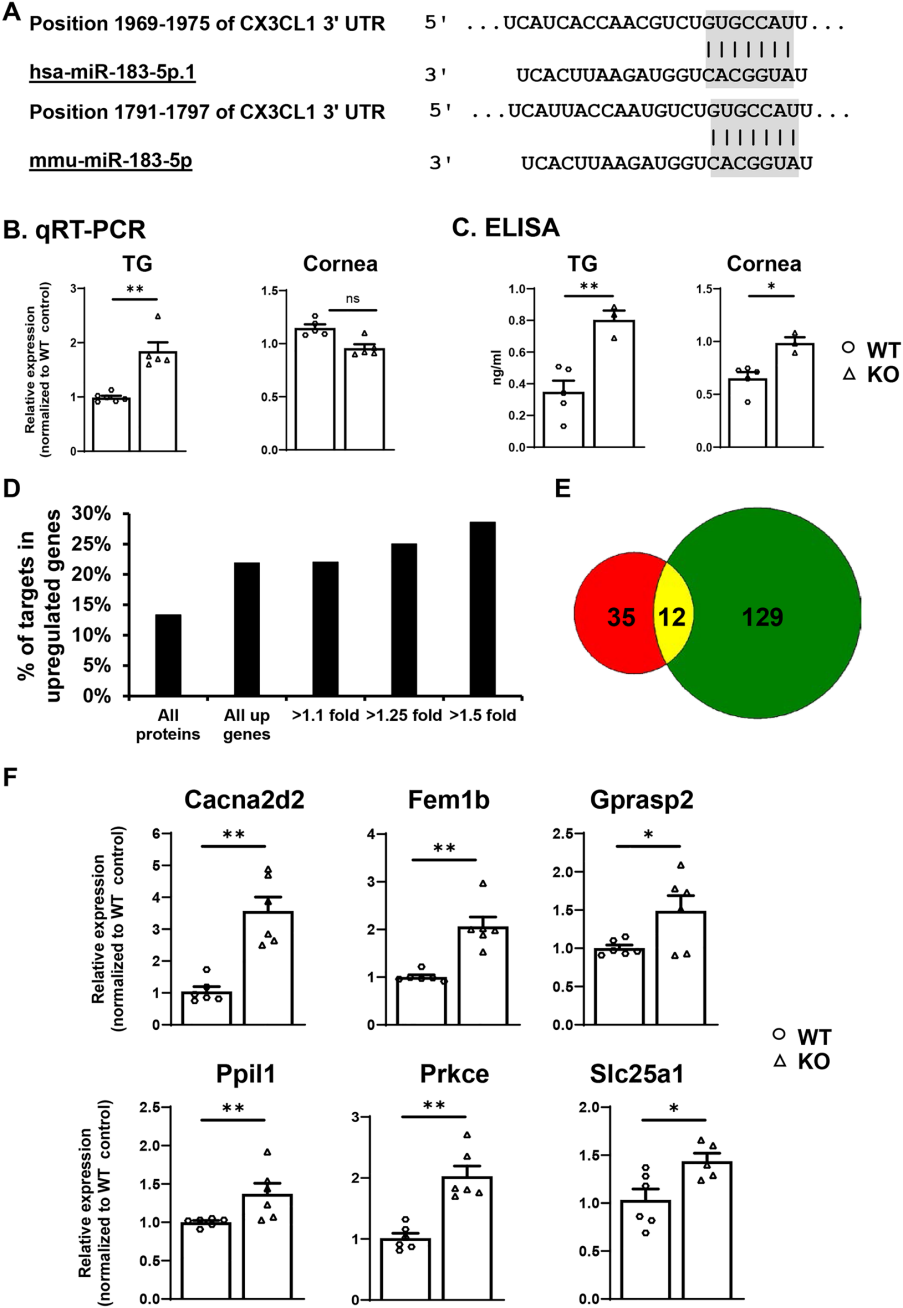
Validation of miR-183C target genes by qRT-PCR, ELISA assay and proteomics. (**A**) Sequence alignment of miR-183C with its target site in in 3′ untranslated region (UTR) of human (upper) and mouse Cx3cl1 transcript (lower panel). (**B**) qRT-PCR; (**C**) ELISA assay on Cx3cl1 in the TG and cornea of miR-183C KO and WT control mice. (**D**,**E**) Proteomics study in the TG of KO and WT control mice. (**D**) Percentage of miR-183C target genes in upregulated proteins of the TG of KO vs WT control mice; (**E**) Venn diagram of miR-183C target genes detected by proteomics (Red) and 3′ RNA seq (Green). 12 target genes (yellow) were detected by both methods; 6 of which were further validated by qRT-PCR (**F**).

miRNAs regulate downstream genes by base-pairing to the target sites in their transcripts to induce the breakdown and/or translation inhibition of the mRNAs^35^. This regulation ultimately results in decreased expression at protein level^35^. To further validate the observation of Cx3cl1 at the protein level, we performed ELISA assay in the TG and corneas of miR-183C KO and age- and sex-matched WT controls. Our results showed that CX3CL1 was significantly upregulated in both TG and cornea in the KO vs WT control mice at its protein level (Fig. 9C), supporting that miR-183C targets Cx3cl1 in TG sensory neurons in vivo.

To systemically validate the 3′ RNA seq-identified miR-183C targets at the protein level, we performed proteomics in the TG and corneas of the miR-183C KO mice and age- and sex-matched WT littermate controls. Our results showed that predicted target genes of miR-183C (Table S31) were significantly enriched (*p* = 0.0006) in the upregulated proteins in the TG of the KO vs WT control mice (Table S30), suggesting specific detection of miR-183C target genes. Consistently, the percentage of miR-183C target genes among the upregulated proteins increased in correlation with the extent of upregulation (Fig. 9D). Twelve (25.5%) of the 47 target genes detected by proteomics (Table S31), including Cacna2d2, Eea1, Femb1, Gprasp2, Hook3, Nedd4l, Ppil1, Prkce, Rbm25, Slc25a1, were also detected by 3′ RNA sequencing (Fig. 9E). Therefore, these 12 target genes of miR-183C are validated at the protein level. To further validate these target genes at RNA level, we performed qRT-PCR on six of the 12 targets validated by proteomics, including Cacna2d2, Fem1b, Gprasp2, Ppil1, Prkce, and Slc25a1. All 6 were confirmed to be significantly upregulated in the TG of the KO vs age- and sex-matched WT control mice (Fig. 9F). Among these, Gprasp2 and Prkce were also upregulated in the cornea of the KO (Fig. S5A) and in the TG of SNS-CKO vs their corresponding age- and sex-matched WT control mice (Fig. S5B), respectively.

For the proteomics in the cornea, similar with the RNA seq data, predicted miR-183C target genes (Table S33) showed no enrichment in the upregulated proteins (Table S32), possibly a result of the low representation of proteins from corneal sensory nerves and CRMCs in total corneal proteins^4,7^.

## Discussion

To delineate the cell type-specific functions of miR-183C in corneal sensory nerves and innate immune cells, we created and characterized a SNS- and a MS-CKO mouse models, in comparison to the conventional KO mice. Our data showed that inactivation of miR-183C in corneal nerves, but not in innate immune cells, resulted in decreased corneal sensory nerve density and reduced sensitivity to mechanical stimuli, suggesting intrinsic regulation of miR-183C on corneal sensory innervation. Our data showed that, in the SNS-CKO mice, the reduction of sensory nerve density occurs specifically in the fine, terminal neurites in the epithelial layer, including the subbasal plexus, while the large-diameter nerves in the stromal layer remain unaffected, suggesting a critical role of miR-183C in the terminal differentiation and projection of corneal sensory nerves. This is consistent with its functions in the other sensory organs, e.g. the photoreceptors of the retina^51,54^ and the inner ear hair cells^108,109^, as well as myeloid cells^59^, suggesting a common feature of miR-183C regulating terminal functional differentiation of primary sensory neurons and innate immune cells. Consistent with this observation, our RNA seq data showed that target genes of miR-183C in the TG were significantly enriched with genes involved in axonal guidance and neuronal projection regulation as well as synaptic functions, suggesting that miR-183C regulates corneal sensory nerve functions by directly targeting neuronal projection and synaptic release-related genes. Multiple genes in the same pathway are simultaneously targeted. This exemplifies the mode of action of miRNAs—quantitatively regulating multiple genes in the same pathway. Their effect on each individual gene may not cause a major phenotypic change; however, working in concert, they impose significant functional consequence^7,110–113^. In this case, the simultaneous regulation of multiple genes in the neuronal projection and synaptic functional pathways contributes to the decreased sensory nerve density and levels of neuropeptides in the cornea of the SNS-CKO and miR-183C KO mice, which affects the neuroimmune response of the cornea to bacterial infection^60^.

Comparing to the conventional miR-183C KO mice, the decrease of the corneal sensitivity to mechanical stimuli was modest (~ 10% vs 23–33% in conventional KO mice). This is most possibly a result of the incomplete inactivation of miR-183C in the SNS-CKO mice. In the conventional miR-183C KO model, the miR-183C is inactivated in all cells that normally express miR-183C, including all TG sensory neurons^51^. However, the SNS-CKO is based on Na_v_1.8-promoter driven Cre recombinase-induced deletion of miR-183C^76,78,82^. Although it is expressed in nearly all small-diameter nociceptors, Na_v_1.8-Cre is expressed in less than a third of the large-diameter mechanoreceptive and proprioceptive neurons^78,114–116^. Therefore, miR-183C is possibly intact in two thirds of the mechanoreceptors in the SNS-CKO mice, resulting in only modest decrease of corneal sensitivity to mechanical stimuli measured by the Cochet and Bonnet aesthesiometer in this study.

MS-CKO of miR-183C resulted in increased CRMCs, suggesting intrinsic regulation of miR-183C in CRMCs. Our comparative study of the transcriptomes of CRMCs of miR-183C KO and MS-CKO mice vs their WT controls revealed myeloid-specific target genes of miR-183C, which are significantly enriched in a range of immune/infection related pathways, including chemokine signaling and phagocytosis pathways. These data provide new insight into the mechanisms of intrinsic regulation of miR-183C on the functions of innate myeloid cells, e.g. cytokine production and phagocytosis and intracellular killing capacity that we reported previously^7,60,61^.

Intriguingly, SNS-CKO of miR-183C also led to increased number of CRMCs in naïve mouse cornea, suggesting that normal function of miR-183C in sensory nerves has an extrinsic regulation on the establishment of CRMCs, indicative of neuroimmune interaction in the maintenance of the homeostasis of the cornea. KEGG pathway analysis of miR-183C target genes in TG sensory neurons showed significant enrichment of genes involved in chemokine signaling pathway, including Cx3cl1. Inactivation of miR-183C-resulted disinhibition/upregulation of Cx3cl1 was further validated by qRT-PCR and ELISA assays. Neuron-produced chemokine Cx3cl1, also called fractalkine, is known to promote chemotactic migration of microglia in the CNS^104,105^, mediate the homing of CRMCs^106^ and recruitment of Mϕ in other tissues^107^. These observations support a hypothesis that inactivation of miR-183C disinhibits Cx3cl1 in the TG sensory neurons and resulted in increased expression of Cx3cl1 in the cornea of the SNS-CKO mice, which enhances the recruitment of myeloid cells to the cornea, resulting in an increased number of the CRMCs. Additional studies are warranted to further test this hypothesis. If proven, it will uncover a new mechanism underlying the extrinsic regulation of miR-183C in TG neurons on the establishment of the CRMCs in the cornea.

Furthermore, our RNA seq data showed that miR-183C target genes in TG sensory neurons are also enriched in pathways regulating other corneal cell types, e.g. epithelial, endothelial cell and fibroblast migration; while target genes in CRMCs are also enriched in neuronal synaptic functions and cell–cell interaction and migration pathway. These data suggest that, in addition to the intrinsic regulation of sensory innervation and CRMCs, miR-183C exerts extrinsic regulation on neuro-immune-epithelial-stromal-endothelial interactions. This is consistent with our recent report of a single-cell transcriptome study that miR-183C serves as a checkpoint of corneal resident immune cells and shapes the cellular landscape of the cornea^4^. Different cell types form the microenvironment or niche of the cornea and work in concert to endow the cornea with its unique architecture and functionalities and maintain homeostasis^1–4^. Perturbation of the functions of one cell type imposes global impact on other cell types and the overall function of the cornea in both physiological and various pathological conditions^4^.

In addition to increased numbers of CRMCs in both MS-CKO and SNS-CKO vs their corresponding WT control mice, we identified sex-dependent differences of the number of CRMCs in both MS-CKO and SNS-CKO. Myeloid-specific inactivation of miR-183C resulted in an increased number of CRMCs in male vs female MS-CKO mice, while sensory neuron-specific knockout of miR-183C led to a decreased trend of CRMCs in the male vs female SNS-CKO mice, although there were no differences of CRMC numbers between male and female WT mice of both MS-CKO and SNS-CKO strains. Sex-dependent differences in immune cell composition and immune responses are affected by sex chromosome-linked genes, sex hormones and variations in levels of sex hormones and their receptors overtime^118^. Although sex differences in both innate and adaptive immunity have been well documented^119,120^, insights into sexual dimorphism of tissue *resident* immunity remains sparse^118,121–123^ and completely unknown in CRICs. Based on our observations, we predict that miR-183C regulates sex chromosome-linked genes, and/or sex hormones and/or their receptors, and/or other genes involved in the establishment of CRICs. Inactivation of miR-183C alters the expression levels of these genes, leading to changes of the numbers of CRMCs through intrinsic and/or extrinsic mechanisms, in which neuroimmune interaction may play an important role. The fact that tissue-specific inactivation of miR-183C in myeloid cells or sensory neurons resulted in opposite trends of the numbers of CRMCs suggests tissue-specific mechanisms of miR-183C in TG sensory neurons and myeloid cells regulating the establishment of CRMCs. Major efforts in the future are warranted to test these hypotheses.

For the first time, here we discovered that both naïve miR-183C KO and SNS-CKO, but not the MS-CKO mice, had significantly decreased tear volume, when compared to their age- and sex-matched WT controls. These data suggest miR-183C enhances basal tear production through its regulation of corneal sensory innervation. It is known that the primary afferent sensory neurons innervating the cornea play important roles in the basal tear production and secretion evoked by noxious stimulation of the cornea through the brainstem tear reflex arc^27^. Corneal sensory neurons sense dry condition and other environmental stressors, send primary afferent projections to activate the neurons in the spinal trigeminal nucleus (Vsp) and regulates lacrimation through the efferent autonomic arm of the reflex arc, which include the preganglionic parasympathetic neurons in/around the superior and inferior salivatory nuclei (SSN and ISN) and postganglionic parasympathetic neurons in the pterygopalatine ganglion (PG)^27^. The autonomic reflex promotes the production of the watery component of the tears by the lacrimal glands; mucin component of the tears by the conjunctival goblet cells, and lipid content by the meibomian glands^27^. We speculate that decreased corneal sensory innervation caused by loss of miR-183C in sensory neurons imposes a negative impact on proper lacrimation through the cornea-brainstem tear reflex arc. In addition, tear producing tissues, including lacrimal glands (Fig. S6), meibomian glands and conjunctival goblet cells are subjected to sensory innervation themselves^124–131^. Based on its effect in corneal sensory innervation, we predict that inactivation of miR-183C in sensory neurons innervating these tissues may result in defects in sensory nerve density in them. Currently, little is known about whether and how sensory innervation of lacrimal and meibomian glands contributes to tear volume^128,132^. Nevertheless, our data suggest that miR-183C may play a role in dry eye disease (DED). Additional studies dedicated to these topics are warranted to confirm these hypotheses and uncover the underlying mechanisms.

To our surprise, we observed significant decrease of basal tear volume in female vs male mice in all three strains used in this study, which are in a mixed genetic background of C57BL/6 and129S^51^. It is well known that DED is more prevalent in women compared to men^133–143^, especially in the autoimmune DED, Sjögren’s syndrome^144^. Over 90% of all patients with Sjögren’s syndrome are women^144^. The female gender is considered a risk factor for the development of DED^133^. Gender and sex steroids are known to have significant and multitudes of impact on the morphology and functions of tear producing tissues including the lacrimal gland^141–143,145–148^, meibomian glands^128,131^ and conjunctival goblet cells^149^. The acinar area of the lacrimal glands of males are larger than that of females in multiple species including human^146^. Sex hormones modulates tear volume, secretory components, protein contents and lipid profiles of the tears^128,141–143,146–148^. Androgen promotes lipogenesis in the meibomian gland; androgen deficiency leads to meibomian gland dysfunction (MGD) and evaporative dry eye, while estrogen reduces lipid synthesis in the meibomian gland and promote both MGD and evaporative dry eye^128^. Androgen receptors are only detected in male but not female goblet cells^149^. Human male and female goblet cells have different responses to pro-inflammatory and pro-resolving mediators^149^. In spite of these observations, sex-related difference in basal tear volumes has not been reported in either humans or animals^141,145,148^. Our observation of decreased tear volume in female mice appears to be in-line with the fact that female gender has been considered a risk factor for the development of DED^133^. The discrepancy between our observation and others^145,150^ could come from different species and/or strains of animals as well as different methodology of measurement^151^. Nevertheless, our data suggest a sex-dependent difference in basal tear volume and further studies are warranted to uncover the underlying mechanisms.

To our knowledge, this is the first example that a miRNA cluster plays significant, functional roles in the corneal homeostasis through direct regulations of both sensory innervation and CRMCs and modulation of neuroimmune interaction. The SNS-CKO and MS-CKO mouse models developed in this report provide critical tools to fully uncover the roles of miR-183C in sensory nerves or myeloid cells under different pathological conditions, e.g., bacterial keratitis and DED. Such knowledge will be essential to develop cell type-specific strategies targeting miRNAs for the treatment of corneal diseases.

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets of 3′ RNA sequencing generated during the current study are available in the Gene Expression Omnibus (GEO) repository (accession number: GSE250213). The proteomics data have been submitted to the repository Proteomics IDEntifications Database (PRIDE. Accession number: PXD05033). All data and protocols generated in this study are available upon request from the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

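RNA was measured in the TG and cornea of mice of the SNS and MS strains, with 3 SNS-CKO, 4 SNS-strain WT, 5 MS-CKO and 5 MS-strain WT libraries per tissue, each of 1 mouse, and in sorted CRMCs and spleen myeloid cells, with 1 pooled library each of KO, KO-strain WT, MS-CKO and MS-strain WT mice. The authors prepared the libraries with the QuantSeq 3′ mRNA FWD kit, sequenced them on a NovaSeq, aligned the reads to mm10 with STAR and counted them per gene with HTSeq; the versions and the gene annotation are not given in the sources used here. The deposited table holds whole-number read counts of the authors, with no normalization, over 35976 gene rows and 54 per-sample columns. Of these columns 42 were used, 1 has no header, and 11 of the KO strain were read only to compare them with the others. Each of those 11 equals a column of the MS strain in every row. Of them, 1 named TG KO equals cornea MS-strain WT library 4, where Krt12 is at 23511 CPM, so its TG name is wrong. Another, named TG KO-strain WT, equals TG MS-CKO library 3. In both the names also disagree on genotype. To which strain these libraries belong stays open. Differential expression, target enrichment, overlaps and Cx3cl1 in the TG and cornea of the KO strain were therefore not analysed here. The same 11 sets of values are part of the MS-strain comparisons, taken there as MS by their other names. Results of the MS strain share this doubt. The names of 27 genes were turned into dates in the table (at most 0.212% of a library's counts), and 2 symbols stand on more than 1 row.

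The SNS and MS strains were told apart by a reading of the column names and of the numbers of libraries, after the values of Lyz2, Scn10a, Krt12 and Cx3cl1 had been seen, and the other reading was run as an alternative. Some KO pools carry CKO in the column name, and a spleen sample has CRMC in its source field, and in each case the sample title was followed.

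Genes were tested in edgeR 4.0.16 (R 4.3.3, limma 3.58.1) with TMM factors, filterByExpr with its default settings and the quasi-likelihood F test of CKO against WT within each strain and tissue. The SE of a log2 change is its size divided by the square root of F, and p-values were adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. The difference between strains was tested as an interaction in a fit of both strains. Alternatives were DESeq2 1.42.0 without independent filtering, RLE factors, no filter on low counts, a fit of all groups of a tissue, edgeR's exact test, an unadjusted p under 0.05, the replicate number as a block and leaving out each library; these, the gene lists and the rule for naming genes were set before the data were examined, apart from values in the paper's tables, which had been read. The other reading of the strain names, library batch, libraries rich in lens RNA, the joint setting of single miRNA and regression, and camera with an estimated correlation for the gene lists were added afterwards. Single genes were also compared by exact two-sided permutation tests of log2 CPM with 0.5 CPM added. Replicate numbers do not pair CKO with WT libraries.

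Genes named are up to 10 with the largest change each way among those past the adjusted p with a mean of at least 2 CPM and no overlap of the groups, the 5 with the smallest p in a direction where fewer than 5 pass (given as not past the threshold), every gene named in the paper's running text, and 2 to 4 members with the smallest p of each list that is reported; Hbb-bs, whose groups overlap, was named because it passed the test. In the sorted cells they are those with the 10 largest ratios each way among genes with at least 50 counts and at least 2-fold in the same direction in both strains, of which the first few are printed. Some genes that these rules name are not reported here.

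Sites of miR-183-5p, miR-96-5p and miR-182-5p were 8mer and 7mer-m8 matches in annotated 3′ UTRs of mm10, joined by gene symbol, and a gene without an annotated 3′ UTR was left out of the background. The share of genes with a site among higher genes (unadjusted p under 0.05) was compared with that of all other tested genes by a chi-square test with Yates correction and by Fisher's exact test, by logistic regression with log 3′ UTR length and mean log CPM as covariates, with other 7-base sequences of the same composition, and by camera. Gene lists, fixed lists of cell types and pathways and the lists of the paper's tables, were tested with camera (preset correlation 0.01, and an estimated one) and fry, adjusted over the lists of a comparison, and member by member, adjusted over the list alone. Higher and lower genes were counted on chromosome 6, which carries the miR-183C genes, and in windows of 5 and 20 Mb around them.

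In the sorted cells counts were divided by library totals, with 0.5 CPM added and genes kept at 50 counts or more over a pair, a 95% exact binomial interval of the ratio, and a floor of 3 counts in the library at 0 for lower bounds. The median of a list was ranked among 10000 random lists matched over 20 expression bins. TMM factors, a minimum of 100 counts and a pseudocount of 5 were the alternatives. Null against WT pools of CRMCs were also tested over both strains in edgeR with strain as a block. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and statsmodels 0.14.6 were used for these steps.

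Total counts per library had lowest, median and highest values of 2987054, 3469250 and 4098094 (TG SNS-CKO), 3371821, 3495547 and 3865950 (TG SNS-strain WT), 2934793, 3779204 and 3979460 (TG MS-CKO), 3333568, 3861899 and 5387042 (TG MS-strain WT), 2664128, 3000145 and 4870517 (cornea SNS-CKO), 2366126, 3428364 and 4446374 (cornea SNS-strain WT), 2438304, 4976563 and 6318669 (cornea MS-CKO), and 2799406, 4820543 and 6741290 (cornea MS-strain WT). Tested on simulated data with the spread of these libraries and 100 genes changed at each fold, a 2-fold change was found at the adjusted threshold for 74% of changed genes in the TG of SNS-CKO mice, 72% in the TG of MS-CKO mice, 53% in the cornea of SNS-CKO mice and 70% in the cornea of MS-CKO mice, and a 1.5-fold change for 45%, 36%, 19% and 21%. With fewer changed genes these shares would be smaller. In the same order 8, 12, 1 and 7 unchanged genes were called. With no enrichment simulated, the site test passed in 4.5% of draws, and with an odds ratio of 2 in 100%. The binomial interval held 95.4% of simulated ratios, and the test of CRMC null against WT pools found 0% of simulated 4-fold changes.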

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

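The tests of Mirc35hg, of single miRNAs with regression and of the CRMC pools were chosen after the results were seen; the comparison with control sequences was planned.

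Mirc35hg, the host transcript of miR-183C, stands out in the TG of SNS-CKO mice with a log2 change of 5.00 and its response differs from that in MS-CKO mice by 3.57 on the log2 scale by an interaction test. A mislabelled library is argued against, since the lowest SNS-CKO library holds 13.9 times the CPM of the highest WT library. The floxed allele without recombination is argued against too, since by the paper's methods both strains use that allele and MS-strain WT mice carry it without Cre. Their highest library holds 0.0794 of the lowest SNS-CKO library. The content of Cre-expressing cells is argued against, since Scn10a in the highest SNS-CKO library is 1.15 times that in the lowest WT library. SNS-strain WT mice carry Cre and no floxed allele, so within that strain the allele is not separated from its deletion. MS-strain WT mice lack Cre, so there the Cre allele is not separated from the deletion. In MS-CKO mice batch alone is argued against by a log2 change of 1.61 within the earlier batch. It may be that deletion of the precursors changes the synthesis, processing or stability of the rest of the transcript in cells with Cre, which stays open and untested. The strain of these libraries rests on a reading of their names, with which Lyz2 (1.40 against 5.03 CPM in the TG of MS-CKO and WT mice, 4.26 against 3.42 CPM in that of SNS-CKO and WT mice) and Cx3cl1 (1.40-fold in the cornea, 1.42-fold in the paper, 1.08-fold under the other reading) run, although both had been seen before, and under the other reading the larger rise, a log2 change of 4.10, belongs to MS-CKO mice. That MS-CKO group would hold libraries at 49.7 to 52.9 CPM of Mirc35hg together with libraries at 5.90 and 6.44 CPM.

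Genes with miR-96-5p sites stand out among those higher in the TG of SNS-CKO mice, 1 of 12 combinations of miRNA and comparison that were looked at. Longer 3′ UTRs and expression level are argued against, because the odds ratio with these as covariates was 2.22, and base composition likewise, since 0 of 299 sequences of the same composition came as high (highest 1.45, median 0.846). Of 35 splits of the libraries 1, the real one, gave an odds ratio as high among higher genes (1.73, highest other 1.72), but over the 12 combinations 35 splits are too few for a share under 5%. The highest among lower genes, 1.86, came from a split of WT libraries against a group with all SNS-CKO libraries, so it repeats the real contrast in part. Release of miR-96-5p targets in sensory neurons stays open beside this, a hypothesis found and tested on the same libraries, while camera over all genes gave p = 0.329 for these sites, and 0.0552 with an estimated correlation. A difference in the mix of cell types between the groups, as in the erythrocyte genes, was not tested against it.

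In the CRMC pools 73.8% of the genes measured in the KO pair and 63.3% in the MS pair are at 0 in 1 library, against 29.0% and 25.4% in the spleen pairs. Few starting molecules may account for this: ribosomal protein genes, which all cells express, are at 0 for 11.8% in KO-strain WT CRMCs, and for 14.5% in MS-strain WT, 3.95% in KO and 0% in MS-CKO CRMCs, against at most 1.32% in the spleen. Loss of repression of genes with a site is argued against as the whole cause, since 74.1% or more of these genes with a 3′ UTR are at 0 in the null pool or hold no site, and a part for it in the other genes stays open, with a lower odds ratio of the strains of 1.02. Epithelial RNA is a further open source, with Krt12 at 2975 CPM or more in every CRMC pool although the cells were sorted for EGFP, and differences between mice are confounded with genotype because each is 1 pool.

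Of 33 groups examined for a library far from the others, 3 had one, where chance gives 1.65, about 1 in 20. TG MS-CKO library 5 has a total of 2934793 counts, the others 3747944 to 3979460. Erythrocyte genes sum to 216 CPM in cornea MS-strain WT library 1 and to between 4.13 and 25.0 CPM in the others, and pituitary genes to 1648 CPM in TG MS-CKO library 4 and to between 32.9 and 234 CPM in the others.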

How the results depend on the processing

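The other reading of the strain names, the batch settings, the lens-rich libraries left out, single miRNAs in a regression and camera with an estimated correlation for the lists were chosen after the results were seen. The cause was not tested for any change given here, unless stated.

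Genes past the threshold, 5, 0, 0 and 0 in the TG of SNS-CKO and MS-CKO mice and the cornea of SNS-CKO and MS-CKO mice, were 33, 11, 37 and 27 with no filter on low counts and 852, 372, 715 and 421 at an unadjusted p under 0.05. In SNS-CKO mice they were 9 (TG) and 2 (cornea) with edgeR's exact test, 8 and 1 with a replicate block, and 3 (TG) with all groups in 1 fit; in MS-CKO mice they were 95 and 4 in the later batch alone, where 1 WT library is assumed to vary like the others. Under the other reading of the strain names they were 0 (TG SNS-CKO) and 1 (TG MS-CKO). Leaving out each library gave 2 to 11, 0 to 0, 0 to 2 and 0 to 0. RLE factors and DESeq2 moved none of these counts by over 1.5 times. Genes differing between strains in the TG were 4 with DESeq2 and 3 with a batch term, against 1.

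The odds ratio of genes with a site in the TG of SNS-CKO mice (1.17) passed its test with 8mer sites (1.46), miR-96-5p sites (1.73), regression (1.52), both (2.22), DESeq2 (1.32) and the other reading (1.34), and turned below 1 with miR-183-5p (0.967) or miR-182-5p sites (0.844, with regression 0.974); camera pointed down (p = 0.913 and, with an estimated correlation, 0.786). The value in the TG of MS-CKO mice (1.41) no longer passed with miR-183-5p (1.41, with regression 1.15) or miR-96-5p sites (1.10, with regression 0.867), with regression (1.14, for miR-182-5p 1.45), in the later batch (1.18), under the other reading (1.22) or with camera (p = 0.241), although camera with an estimated correlation gave p = 0.00586. The value in the cornea of SNS-CKO mice (0.993) was above 1 and not past the test with miR-182-5p sites (1.05, with regression 1.10), regression (1.05) and DESeq2 (1.12), and camera pointed up (p = 0.778, and 0.370 with an estimated correlation). That in the cornea of MS-CKO mice (0.725) passed as a lower share with DESeq2 (0.691) and a replicate block (0.618). It was 0.632 in the later batch, with 1 WT library, and 1.33 with miR-96-5p sites in a regression. Camera gave p = 0.764 and, with an estimated correlation, 0.180, and control 7-base sequences had median odds ratios of 0.691 to 0.730, so the lower share is not particular to the sites. Leaving out each library gave 1.03 to 1.41, 1.24 to 1.74, 0.904 to 1.07 and 0.572 to 0.756.

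Lists past camera's adjusted p, 8, 3, 9 and 3, were 2, 1, 0 and 0 with fry and 0, 0, 0 and 0 with an estimated correlation. Genes on chromosome 6 gave odds ratios of 0.717 in the cornea of SNS-CKO mice, 0.231 within 20 Mb (past the test), and 0.804 in that of MS-CKO mice, 1.36 within 5 Mb. The Table 5 median ratio in CRMCs was 2.96 (KO) and 3.26 (MS-CKO) with a pseudocount of 5, by construction, since it shrinks ratios against 0. Null against WT CRMCs gave 609 genes in DESeq2 and 0 without the strain block, against 6.

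Cx3cl1 in the cornea of SNS-CKO mice kept its direction in all settings run (log2 change 0.32 to 0.60 when each library was left out) and passed the adjusted threshold in none. Values of single genes under alternatives were counted by comparison. Those that kept direction and side of the threshold were 104 (TG SNS-CKO), 196 (TG MS-CKO), 122 (cornea SNS-CKO) and 202 (cornea MS-CKO). Over all comparisons 30 came past the threshold, 18 fell short of it and 14 turned. Those that turned under the other reading were, in log2 change, Arf2 -0.043, Hbb-bs 0.10, Hbb-bt 0.22, Il31ra 0.21, Cand2 -0.15, Rab27b -0.15, Sox9 0.16, 0610009B22Rik -0.81, 2410131K14Rik -0.48, Hes1 -0.12, Mettl9 -0.11 and Rnaseh2b 0.41. Cryaa in the cornea of MS-CKO mice was 0.66 with the lens-rich WT libraries left out, and the 6.59 of the later batch is no estimate, since its 1 WT library holds 0 counts.

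The alternatives planned for the TG and cornea of the KO strain, for its overlap with SNS-CKO and for Cx3cl1 in the KO TG were not run, because those columns repeat columns of the MS strain. The set of genes past the adjusted p gave 2 of 2 genes with a site in the TG of SNS-CKO mice, and no genes elsewhere, so it has no value. In simulated data with 100 genes changed 1.5-fold and 100 changed 2-fold, a 1.5-fold change was found in the cornea of SNS-CKO mice for 19% of genes. With fewer changed genes the adjusted threshold finds a smaller share, which limits what a count of 0 says.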

Differences from the paper's values

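The measured fold of Cx3cl1 in the cornea of SNS-CKO mice, 1.40, lies close to the paper's value of 1.42. The paper calls this increase significant; here the adjusted p was 0.778 and the unadjusted p 0.0227, and none of the alternatives set before the data were examined gave an adjusted p under 0.05 (0.453 to 0.999).

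The paper states an enrichment of predicted targets among higher genes in the TG and cornea of SNS-CKO mice. Here the odds ratio in the TG was 1.17 (chi-square p = 0.159) and passed the test under the planned settings of 8mer sites (1.46), miR-96-5p sites (1.73), regression (1.52) and DESeq2 (1.32), and under the other reading of the strain names (1.34), which was chosen after seeing the values and under which 1 of 16 neuronal genes of Table 2 is higher at an unadjusted p under 0.05 in SNS-CKO and 7 in MS-CKO mice, against 9 in SNS-CKO mice. In the cornea it was 0.993 (chi-square p = 1.00), and no setting run brought higher genes past the test. The paper used predicted targets and here seed matches without conservation were counted. It also states no enrichment in MS-CKO mice, whereas the TG gave 1.41 (chi-square p = 0.038) here, not past the test with regression (1.14). The cornea gave 0.725 (chi-square p = 0.0546). Control 7-base sequences had median odds ratios of 1.24 to 1.27 in that TG and 0.691 to 0.730 in that cornea.

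The paper reports differentially expressed genes in the TG and cornea of SNS-CKO and MS-CKO mice, with no threshold stated in its text. At an adjusted p under 0.05 edgeR called 5 genes in the TG of SNS-CKO mice and 0 elsewhere, and at an unadjusted p under 0.05 it called 852 in that TG, 372 in the TG of MS-CKO mice and 715 and 421 in the corneas; with no filter on low counts 33, 11, 37 and 27 passed the adjusted p.

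For CRMCs the paper states that the pathways of Table 5 are enriched in both genotypes; here enrichment of pathways was not computed, and genes with a site made up 30.1% of the 2-fold higher and 26.9% of the other genes in KO and 30.2% and 29.8% in MS-CKO pools. The site of miR-183 in Cx3cl1 lies at position 1823 of the 3′ UTR used here, and Fig. 9A numbers it lower.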

Other observations

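The comparisons of other splits for genes, odds ratios and lists, as counted here, were tests chosen after the result was seen, and those for strain differences were planned.

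Ribosomal protein genes were slightly higher in the TG of SNS-CKO mice (66 of 81 positive, median log2 change 0.09, camera adjusted p = 8e-05, 0.54 with an estimated correlation), as were cholesterol synthesis genes (12 of 15 positive, camera adjusted p = 0.012, 0.28 with an estimated correlation), and non-peptidergic nociceptor genes were lower (median -0.23, camera adjusted p = 0.0036, 0.18 with an estimated correlation), with Il31ra lower over the list alone and Mrgprd at -0.23 (SE 0.11). Among the lower erythrocyte genes there was Alas2, a heme synthesis enzyme, at -1.02 (SE 0.35). In the TG of MS-CKO mice the 6 genes tested, of a list of 23 inflammatory cytokine and Toll-like receptor genes, were all lower (median -0.38, camera adjusted p = 0.014, 0.31 with an estimated correlation, fry adjusted p = 0.018). Il18 was at 6.04 ± 2.26 against 10.5 ± 2.90 CPM and Myd88 had a log2 change of -0.69 (SE 0.31). Gal, a neuropeptide of injured neurons, was higher over its list alone (0.87, SE 0.27). Gal was lower in the TG of SNS-CKO mice (-0.60, SE 0.27). In the cornea of MS-CKO mice 68 of 83 ribosomal protein genes (median 0.13, camera adjusted p = 9e-06) and 15 of 15 cholesterol synthesis genes (median 0.13, camera adjusted p = 0.029) had a positive change, with an adjusted p of 0.85 for each with an estimated correlation. Lens genes were lower there (median -3.92, camera adjusted p = 0.11), which rests on WT libraries 1 and 2 with 536 and 209 CPM over these genes, where the other WT libraries hold at most 13.3 CPM and the MS-CKO libraries at most 33.8 CPM, and with these 2 left out Cryaa had a log2 change of 0.66.

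Of the 10 genes that the paper names from proteomics and RNA-seq, Slc25a1 and Cacna2d2 (112 ± 25.2 against 84.1 ± 19.0 CPM, log2 change 0.42, SE 0.15) were higher in the TG of SNS-CKO mice over the list alone, a list that the study chose and that is not independent evidence, and 1 of 10 was positive in the cornea (median -0.23, camera adjusted p = 0.019, 0.34 with an estimated correlation). Among higher and lower genes together, chromosome 6 gave odds ratios of 1.04 (TG SNS-CKO) and 1.22 (TG MS-CKO).

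In the spleen myeloid pools, 1 library per genotype, 4488 of 9244 genes were at least 2-fold higher and 1880 lower in KO, and 2526 of 9591 higher and 3128 lower in MS-CKO cells, and the strains' ratios had a Spearman correlation of -0.020 over 7903 genes. Map3k14, a kinase of NF-κB signaling, came first in KO spleen (932 against 0 counts) and P2rx4, an ATP-gated channel of macrophages, in MS-CKO spleen (1557 against 0). Table 5 genes had a median log2 ratio of 0.51 in KO and 0.14 in MS-CKO spleen (percentile 81.9 and 77.2), and neutrophil genes one of -0.11 and -0.95.

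Other splits of the same libraries into groups of the same sizes were counted for each comparison. In the MS strain they were not held to the real division of the batches, so the counts and the share of tests passed there include differences between batches. For 2 odds ratios the count depends on the measure, so the splits do not decide on chance: 1.41 in the TG of MS-CKO mice (4 of 100 splits as high, highest other 1.49, a split and its mirror taken as one, and 6 of 100 by the chi-square p) and 1.17 in the TG of SNS-CKO mice (3 of 35, highest other 1.22, and 1 of 35 by the chi-square p). Chance cannot be excluded for the odds ratios below 1 in the cornea, 0.993 in SNS-CKO mice (24 of 35 as low, lowest other 0.681) and 0.725 in MS-CKO mice (31 of 100, lowest other 0.579), nor for the number of genes in the TG of SNS-CKO mice, 5 (4 of 35, highest other 15). That number does not test single genes, and Mirc35hg, 1 of the 5, holds 13.9 times the CPM of the highest WT library in its lowest SNS-CKO library. Lists were counted without those of the paper, which the study drew in part from these libraries, and with p adjusted over the rest: chance cannot be excluded for the 5 lists past camera's threshold in the TG of SNS-CKO mice (12 of 35, highest other 8), the 6 in the TG of MS-CKO mice (10 of 100, highest other 8), the 3 in the cornea of SNS-CKO mice (21 of 35, highest other 5) or the 3 in the cornea of MS-CKO mice (82 of 100, highest other 10). Chance cannot be excluded either for the number of genes that differ between strains in the TG, 1 (30 of 100, highest other 11), though this gene, Mirc35hg, is at 49.7 CPM or more in the SNS-CKO and at most 12.2 CPM in the MS-CKO libraries. Where 0 genes passed, any split is as large, so the count says nothing: in the TG of MS-CKO mice (100 of 100, highest other 49), the cornea of SNS-CKO (35 of 35, highest other 6) and MS-CKO mice (100 of 100, highest other 49), and for differences between strains in the cornea (100 of 100, highest other 5). The TG split of the MS strain with 49 genes sets 5 libraries of the earlier batch, 2 of them MS-CKO, against the rest, which points to a structure by batch, and with a batch term in the fit 0 genes passed. Over all other splits the chi-square test of sites passed at p under 0.05 in 10.3% (TG SNS-CKO), 11.1% (TG MS-CKO), 2.94% (cornea SNS-CKO) and 16.2% (cornea MS-CKO) of tests, so that in 3 of these comparisons it passed more often than its threshold implies.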
